# HAPLN1 confers multiple myeloma cell resistance to several classes of therapeutic drugs

**DOI:** 10.1371/journal.pone.0274704

**Published:** 2022-12-08

**Authors:** Mailee Huynh, Hae Yeun Chang, Dominique N. Lisiero, Irene M. Ong, Trinayan Kashyap, Natalie S. Callander, Shigeki Miyamoto

## Abstract

Multiple myeloma (MM), a malignant plasma cell infiltration of the bone marrow, is generally considered incurable: resistance to multiple therapeutic drugs inevitably arises from tumor cell-intrinsic and tumor microenvironment (TME)-mediated mechanisms. Here we report that the proteoglycan tandem repeat 1 (PTR1) domain of the TME matrix protein, hyaluronan and proteoglycan link protein 1 (HAPLN1), induces a host of cell survival genes in MM cells and variable resistance to different classes of clinical drugs, including certain proteasome inhibitors, steroids, immunomodulatory drugs, and DNA damaging agents, in several MM cell lines tested. Collectively, our study identifies HAPLN1 as an extracellular matrix factor that can simultaneously confer MM cell resistance to multiple therapeutic drugs.

## Introduction

Multiple myeloma (MM) is a hematopoietic malignancy characterized by the unrestrained proliferation and accumulation of antibody secreting plasma cells in the bone marrow [1]. In the United States, MM represents ~11% of all hematological cancers and is increasing in incidence in the US (e.g., 14,400 in 1996 to 34,920 estimated in 2021) [2]. Since the first documented case of MM in 1844, the treatments available for MM have improved considerably [3], from early success with L-phenylalanine mustard (melphalan), an alkylating agent [4, 5] with addition of a corticosteroid, such as prednisone and dexamethasone [6] to highly active, more targeted agents such as the immunomodulatory drugs (IMiDs; thalidomide, lenalidomide and pomalidomide) [7–10], proteasome inhibitors (PIs; bortezomib, ixazomib, and carfilzomib) [11–13], and monoclonal antibodies (daratumumab, elotuzumab and isatuximab). Other agents, including alkylating agents (cyclophosphamide) and DNA-damaging agents (doxorubicin and bendamustine), are also employed at times in MM therapy. More recently, a selective inhibitor of nuclear export (XPO1), selinexor in combination with dexamethasone, demonstrated efficacy in MM patients previously resistant to five classes of therapies (penta-refractory) [14–17]. Drugs under development include novel agents such as cereblon E3 ligase modulator (CELMoD) such as iberdomide, the BCL2 inhibitor (venetoclax) and bispecific T cell engagers [18–20]. Finally, the recently FDA approved chimeric antigen receptor (CAR)-T cell therapy against B cell maturation antigen (BCMA) has shown promising results in relapsed/refractory MM patients. Yet patients continue to relapse [21]. Despite the vast array of currently available therapies, MM is still generally considered incurable with a median survival of 5–7 years after diagnosis. Therefore, there is a critical need to understand factors that contribute to therapy resistance and key signaling and regulatory pathways involved in therapy resistance to improve clinical outcomes [1, 3, 17, 22].

Data from sequencing efforts confirmed that MM is a highly genetically heterogeneous disease. Often observed are aberrant genetic changes in critical pathways such as: nuclear factor-kappaB (NF-κB), β-catenin, insulin-like growth factor receptor (IGFR), mitogen-activated protein kinases (MAPK), AKT, KRAS, JAK/STAT and many more [23–25]. Alterations of these various pathways to induce their constitutive activation or hyperactivation is often implicated in mediating MM cell survival and drug resistance. The complex bone marrow (BM) tumor microenvironment (TME) is also an essential component of MM pathogenesis and has been the focus of intense research efforts. It is recognized that direct and indirect interactions with different cell types, such as bone marrow stromal cells (BMSCs) and the extracellular matrix (ECM) augment MM cell growth, survival, migration, and drug resistance [26–28]. Drug resistance (DR) through the TME can be divided by two major subgroups: soluble factor mediated (SFM-DR) and cell adhesion mediated (CAM-DR). SFM-DR involves soluble cell-derived cytokines, growth factors and chemokines that act on MM cells to promote growth and survival [28]. CAM-DR is dependent on the adhesive contacts of MM cells directly to BMSCs or ECM proteins. The adhesion of MM cells through molecules, such as VLA-4 or CD44, and direct contact of myeloma cells to BMSCs allow MM cells to survive the cytotoxic effects of anti-cancer therapy [28]. Like cell-intrinsic genetic alterations, SFM-DR and CAM-DR commonly deregulate key survival signaling pathways in MM cells. Numerous ECM proteins and glycosaminoglycans (GAGs) undergo enzymatic cleavage resulting in the release of peptides (matrikines) that exert biological activities, which are usually different from those of the full-length molecules. The liberated matrikines may interact with specific receptors on the cell surface to activate several signaling pathways leading to increased migration, proliferation, or cell adhesion [29, 30]. However, whether matrikines cause drug resistance in MM remains obscure.

We previously reported that HAPLN1 is secreted by patient-derived bone marrow stromal cells, and HAPLN1 fragments containing proteoglycan tandem repeat 1 and 2 (PTR1/2) are present in MM patient bone marrow plasma or soluble fraction [31]. HAPLN1-PTR1 is sufficient to activate bortezomib-resistant NF-κB activity and confer bortezomib-resistance survival of MM cells [31]. Since NF-κB pathway plays a pivotal role in MM biology, there has been a persistent attempt to target NF-κB signaling and its effectors in anti-myeloma therapy, such as monoclonal antibodies against BAFF and BCMA, and small molecule inhibitors against NIK and IKK, among others [32]. In addition, blockade of PD-L1, a downstream effector of NF-κB signaling, is also heavily investigated [33, 34]. Whether HAPLN1-PTR1 can also induce resistance to other MM therapeutic drugs remain untested.

In this study, we report that HAPLN1-PTR1 may induce a constellation of survival genes, and confer MM cell resistance to multiple classes of therapeutic agents used in MM treatment. Our study reveals a novel mechanism of matrikine-mediated drug resistance in MM, which could represent a novel biomarker and/or therapeutic target for MM disease.

## Material and methods

### Cell line culture

RPMI8226, MM.1S, NCI-H929, and U266 human MM cell lines were obtained from American Type Culture Collection (ATCC). L363 cell line was obtained from Dr. Lixin Rui. All MM cell lines were cultured at 37°C/5% CO_2_ in RPMI1640 containing 10% FBS, 2% glutamax (Gibco) + 1% penicillin/streptomycin. These cells were checked for mycoplasma contamination by Universal Mycoplasma Detection Kit (30-1012K, ATCC) and confirmed to be negative.

### Antibodies and reagents

Antibodies against IκBα (C-21), IκBβ (C-20) were obtained from Santa Cruz Biotechnology and antibody against tubulin (CP06) purchased from Calbiochem, recombinant human TNFα (654205, EMD Millipore), cycloheximide (C7698, Sigma-Aldrich), and leptomycin B (87081-35-4, Cayman Chemicals). Bortezomib (S1013), ixazomib citrate (S2181), carfilzomib (S2853), melphalan (S8266), and bendamustine (S1212) were purchased from Selleckchem. Dexamethasone (D4902), doxorubicin (D1515), and lenalidomide (CDS022536) were purchased from Sigma-Aldrich. Selinexor (KPT-330) was provided by Dr. Trinayan Kashyap (Karyopharm). MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) (M6494) was purchased from Thermo-Fisher Scientific.

### Purification and expression of GST-tagged proteins

The details of GST-fused HAPLN1-PTR1 and assessment of bacterial LPS contamination have been published [35]. Briefly, pGEX6p-1 plasmid-based expression constructs were transformed into BL21 Rosetta 2 *Escherichia coli* strain and induced with 1 mM IPTG followed by lysis and purification by glutathione-agarose beads (G4510, Pierce) and elution by 50 mM reduced glutathione at pH 8.0.

### Electrophoretic mobility shift assays (EMSA)

EMSA to measure NF-κB activity in MM cell lines were performed as previously described [36]. Briefly, cell extracts were made using TOTEX buffer, as previously described [37] and 10 μg of extracts were separated on 4% native polyacrylamide gel, dried, and exposed to phosphor screen (Amersham Biosciences) followed by quantitation of NF-κB DNA-binding through ImageQuant software (GE Healthcare). Each NF-κB lane was normalized to Oct-1 values from the same sample and then to the vehicle treated control values for each experiment to derive fold induction.

### SDS-PAGE and immunoblot (IB) analysis

Myeloma cell lines were pelleted and lysed in TOTEX buffer, as previously described [37]. Equal amounts (100 μg) of soluble protein were run on denaturing 10 or 12.5% SDS-PAGE gel and transferred onto a polyvinylidene fluoride or nitrocellulose membrane (GE Healthcare). The membrane was then incubated with the appropriate antibodies as described previously [37]. Immunoblots were analyzed by enhanced chemiluminescence as described by the manufacturer (GE Healthcare).

### Immunofluorescence and ImageStream cytometry

For immunofluorescence, IκBα antibody (E130, Abcam), 5 mM DRAQ5 (564902, BD Biosciences), anti-rabbit IgG (H+L), F(ab’)2 fragment (Alexa Fluor® 488 Conjugate), and viability stain (Fixable Viability Dye eFluor 780) were purchased from Thermo-Fisher Scientific. RPMI8226 cells (2 x 10^6^) were treated with or without 10 μM selinexor for 45 min at 37°C. Cells were stained with fixable viability dye eF780 for 15 min at room temperature and subsequently fixed with 4% paraformaldehyde for 10 min. eBioscience Foxp3 transcription factor staining buffer set (Thermo-Fisher Scientific) was used to permeabilize and stain cells with IκBα antibody (1:50), then F(ab’)2 Fragment (1:1000) in permeabilization buffer with 1.5% goat serum for 45 min. Nuclear DNA was labeled with DRAQ5 (1:1000) immediately preceding acquisition on the Imagestream X Mark II Imaging Flow Cytometer. Images were acquired based on circularity (Area vs. Aspect Ratio in the brightfield channel) and exclusion of the eF780 fixable viability dye. Following acquisition, IDEAS software was used to measure the degree of IκBα nuclear translocation. Similarity scores were calculated for at least 1,000 cells. The similarity score is a log-transformed Pearson’s correlation coefficient between the pixel values of two image pairs to measure the pixel intensity correlation between the IκBα and DRAQ5 images and gives the degree to which the IκBα signal is localized to the nucleus.

### RNA-sequencing

Total RNA was isolated from RPMI8226 cells treated with GST-PTR1 or GST control for 6 hours in 3 biological replicates following standard protocol with TRIzol reagent (15596–018, Thermo-Fisher). Full RNA-Seq workflow service (including library preparation, sequencing, and data QC) was provided by ProteinCT Biotechnologies (Madison, WI).

### GSEA analysis using KEGG pathways of RNA-Seq data

Gene set enrichment analysis (GSEA) was performed by calculating a ranked vector as sign(FoldChange)*1/p-value and submitted to the GSEA Ranked. The statistical significance was determined by 1,000 gene set permutations [38]. The latest KEGG pathway [39] database was used for the GSEA analysis. Analyses and plots were performed and generated using R statistical package.

### Quantitative RT-PCR (qRT-PCR) analysis

Total RNAs from treated cells were purified by a Nucleospin RNA II column (740955, Clontech) according to the manufacturer’s instruction. cDNAs were synthesized from the total RNAs using iScript cDNA synthesis kit (1708891, Bio-Rad). qRT-PCR was performed and analyzed using a Bio-Rad CFX Connect real-time system. Relative expression was determined by ΔΔCt calculation. The mRNA levels of the samples were normalized to GAPDH mRNA levels and shown as fold induction relative to GST-treated control samples. The primers for qRT-PCR analysis are: IL-8 (forward, 5’-tgcagctctgtgtgaagg-3’; reverse, 5’-ctcagccctcttcaaaaac-3’), IL-10 (forward, 5’-aggatcagctggacaacttg-3’; reverse, 5’-gatgtctgggtcttggttctc-3’), BCL2A1 (forward, 5’-tacaggctggctcaggactat-3’; reverse, 5’-cgcaacattttgtagcactctg-3’), Bcl-2 (forward, 5’-ggtggggtcatgtgtgtgg-3’; reverse, 5’-cggttcaggtactcagtcatcc-3’), and Bcl-XL (forward, 5’-gagctggtggttgactttctc-3’; reverse, 5’-tccatctccgattcagtccct-3’).

### Cell viability assay

For the MTT assay, 10^4^−10^5^ cells per well were plated in triplicate in a 96-well clear bottom microassay plate and assayed per manufacturer’s instructions. Cells containing formazan (MTT) were dissolved in 50–75 μL DMSO and formazan concentration was measured by absorbance at 540 nm. For the 10-day cell viability assessment, 5 × 10^4^ cells per well were plated in a 24-well plate and cultured for 10 days. Trypan blue assay was carried out every 2 days to assess the effect of lenalidomide on cells. The number of viable cells were counted using hemocytometer every 2 days. The assays were run in technical triplicate with GST-PTR1 treatment and the data were normalized to mean of GST control. Then, the means of three independent biological replicates were averaged to determine the mean and SD reported. The following concentrations of drugs (Table 1) were used:

**Table 1:** Drug concentrations for cell viability assay.

	RPMI8226	MM.1S	H929	L363	U266
**Bortezomib**	10 nM	10 nM	10 nM	10 nM	10 nM
**Ixazomib**	100 nM	100 nM	100 nM	100 nM	100 nM
**Carfilzomib**	100 nM	100 nM	100 nM	100 nM	100 nM
**Dexamethasone**	100 μM	100 μM	100 μM	100 μM	100 μM
**Melphalan**	10 μM	10 μM	10 μM	10 μM	10 μM
**Doxorubicin**	2 μM	0.5 μM	2 μM	2 μM	3 μM
**Bendamustine**	250 μM	50 μM	250 μM	250 μM	250 μM
**Lenalidomide**	1 μM	1 μM	1 μM	1 μM	1 μM
**Selinexor**	100 nM	100 nM	100 nM	100 nM	100 nM

### Flow cytometric analysis of rhodamine 123 efflux

Rhodamine 123 (Rh123) was obtained from Abcam (ab275545); propidium iodide (Pl) from Thermo-Fisher Scientific (ICN19545825). RPMI8226 cells pretreated with 100 nM GST-PTR1 or GST for 24 hr were stained with rhodamine 123 (10 nM) at 37°C for 60 min. Samples were analyzed by flow cytometry. The ratio of rhodamine 123 mean fluorescent intensity (MFI) was assessed.

### Statistical analysis

Unpaired two-sided Student’s t-test was used to compare two independent groups. Two-way ANOVA analysis with multiple comparisons test was used to compare PI curves and IκB degradation curves. A p-value of <0.05 was considered statistically significant. Analysis was performed with GraphPad Prism Software (GraphPad Software Inc.).

## Results

### HAPLN1-PTR1 induces a host of cell survival genes in RPMI8226 MM cells

We previously demonstrated that the PTR1 domain of HAPLN1 (HAPLN1-PTR1), produced as recombinant glutathione-S-transferase (GST) fusion (GST-PTR1), induces pro-survival NF-κB signaling in a manner resistant to the PI bortezomib and confers resistance to this clinical drug in several human MM cell lines tested relative to GST negative control [31]. 

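RNA-Seq libraries were made from RPMI8226 cells, an established human multiple myeloma line, after 6 hr with 100 nM of either GST-PTR1 or GST. GST-PTR1 is the PTR1 domain of the matrix protein HAPLN1 fused to glutathione-S-transferase, and GST is the fusion partner alone. Each treatment had 3 libraries, 6 in all. The authors deposited the number of reads counted on each gene by featureCounts version 1.5.0-p1, without normalization. They used the Ensembl release 75 annotation of the human genome build GRCh37 and counted reads by strand. Reads that mapped to several places, or to exons of several genes on the same strand, were left out. Counts on near-identical gene copies and on overlapping genes are therefore incomplete. The GST libraries held 15202503, 20077280 and 23453473 counts, and the GST-PTR1 libraries held 22874133, 28837431 and 44688737. The table gives the treatment of each library with a number that does not match the replicate numbers of the samples, so libraries are named by their total counts and the treatments were compared without pairing. Counts were scaled with edgeR's TMM factors, and the 16926 genes that passed edgeR's expression filter were compared with its quasi-likelihood test and Benjamini-Hochberg adjustment. At most 3 counts in every library of a treatment were taken as the limit of detection, and a fold against such a treatment is a lower bound. The choice of scaling changed every fold change by a similar amount. With library totals in place of TMM factors, the median log2 fold change of all genes tested shifted by -0.20.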

To gain insights into global transcriptional changes induced by HAPLN1-PTR1 in MM cells, we performed RNA-Seq analysis of RPMI8226 cells exposed to 100 nM GST-PTR1 for 6 hr using GST exposed cells as a negative control (GSE202672). We measured bacterial LPS contamination using highly sensitive Limulus Amebocyte Lysate assay and confirmed that it was a few orders of magnitude below that which is detectable by NF-κB EMSA assay in these cells as before [31]. 

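Within each treatment, Pearson's r of log2 CPM across genes was between 0.985 and 0.993 for pairs of libraries. Between a GST and a GST-PTR1 library it was lower, from 0.946 to 0.97, and genes are not independent replicates. The first principal component held 70.8% of the variance and separated the treatments, with GST libraries from -55.0 to -37.5 and GST-PTR1 libraries from 36.8 to 51.7. Of the genes tested, 3486 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 1549 of them higher and 1937 lower with GST-PTR1. A change of at least 2-fold was found for 1275 of these genes, 623 higher and 652 lower. The split depended on the scaling. With library totals 927 genes were higher and 3795 lower at an adjusted p under 0.05, and 507 and 1120 at 2-fold. The values of the treatments did not overlap for 1271 of the 1275 genes. Over all genes tested they did not overlap for 6839 genes (40.4%), where chance gives 10% for 3 libraries against 3. Larger changes were mostly increases. There were 261 genes at least 4-fold higher and 53 at least 4-fold lower, and 99 genes were at least 16-fold higher, while the largest fall was a log2 fold change of -3.52. In place of 1275, edgeR's test against a fold change of 2 called 409 genes and a threshold of 1.5-fold called 2426. CXCR5 (ENSG00000160683, chromosome 11 of GRCh37 from 118754475 to 118768508) rose from 6.33 ± 1.16 CPM with GST to 1216 ± 144 CPM with GST-PTR1 (SD, n = 3 each). Its log2 fold change was 7.58 (standard error 0.19, adjusted p = 1.45e-09 from edgeR's quasi-likelihood test). SOCS3 (ENSG00000184557, chromosome 17 from 76352864 to 76356158) rose from 1.21 ± 0.106 to 211 ± 32.5 CPM, a log2 fold change of 7.44. LYL1 (ENSG00000104903, chromosome 19 from 13209847 to 13213975) fell from 5.18 ± 0.850 to 0.917 ± 0.180 CPM, a log2 fold change of -2.51 (adjusted p = 2.08e-05 from the same edgeR test).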

We performed RNA-Seq analysis in three biological replicates, which clustered well for upregulated and downregulated genes (Fig 1A), and found that HAPLN1-PTR1 reproducibly induced ≥2-fold changes in mRNA levels of >1400 genes (Fig 1B). 

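NF-κB regulated genes were taken from a list of 80 genes written from general knowledge before the counts were seen, since the published signature was not used here. The table named 77 of them and 67 were tested. With GST-PTR1, 55 of the 67 genes were at least 2-fold higher with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes), and 63 were higher at any fold. None was lower, with or without adjustment (0 genes at an unadjusted p under 0.05). The 1 gene of the list with a negative value was XIAP, at a log2 fold change of -0.02. Adjusted over the list alone, 64 genes were higher and 55 of them at least 2-fold. The 55 genes make up 82.1% of the list, against 3.37% of the other genes tested (Fisher's exact test, two-sided, p = 5.02e-68, which takes genes as independent). The median log2 fold change of the list was 2.52, or 2.51 with the 5 genes at the limit of detection in GST set to their lower bounds. Leaving out the 9 genes that the paper names, 48 of 58 genes were at least 2-fold higher. The alternative that moved the count most was a filter of at least 10 counts in every library, under which 40 of the 52 genes then tested were called. LIF rose from 1.56 ± 0.0443 to 96.8 ± 8.61 CPM (SD, n = 3 each), a log2 fold change of 5.95 (standard error 0.14). EBI3 rose from 0.434 ± 0.0513 to 46.2 ± 5.59 CPM, a log2 fold change of 6.73 (standard error 0.19).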

As expected, many NF-κB regulated genes defined by Staudt et al. [40] were detected in the GST-PTR1-upregulated gene category when compared to GST control (highlighted red in Fig 1B). Gene Set Enrichment Analysis (GSEA) [38] of GST-PTR1 RNA-Seq data identified multiple positive regulated disease pathways or phenotypes significantly correlated with GST-PTR1 treatment (Fig 1C and S1 Table) [39]. 

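GSEA was run on 12 gene sets written from general knowledge, since KEGG sets were not used here. Genes were ranked as in the paper's methods, by the sign of the fold change over the p-value of the edgeR test, with 1000 permutations. The paper does not state the weight of its GSEA statistic. With the weighted statistic 0 of the 12 sets had an adjusted p under 0.05, and 1 had an unadjusted p under 0.05. With an unweighted statistic on the same order of genes, chosen after seeing the data, 10 sets had an adjusted p under 0.05 (adjusted p = 0.00252 each, permutation). The 10 genes with the largest ranking values held 96.7% of the summed ranking. Ranked with weights by the signed -log10 of the same p-values, where the 10 largest genes held 0.548%, 10 of the 12 sets were enriched among genes higher with GST-PTR1 (adjusted p = 0.00219 each, the smallest that 1000 permutations of genes allowed). Ribosomal proteins had an NES of 2.57, proteasome genes 2.21 and oxidative phosphorylation genes 2.06 under that ranking. The unfolded protein response (NES 0.907) and the cell cycle (NES 0.919) were the sets not enriched. In camera with the preset correlation of 0.01, the same count of 10 sets had an adjusted p under 0.05. With an estimated correlation 6 sets did, and with fry 7. The sets for NF-κB, TNF, JAK/STAT and IL-17 signaling, cytokines and antigen presentation passed under both of these, and interferon-stimulated genes under fry alone. Ribosomal proteins, proteasome and oxidative phosphorylation passed under neither.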

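For the 67 NF-κB regulated genes tested, the enrichment score was 0.995 and the NES was 1.06 with the weighted statistic when genes were ranked by the inverse of the p-value (adjusted p = 0.517, permutation of genes). The same genes had an NES of 3.09 with an enrichment score of 0.934 when ranked by the signed -log10 of the p-value, and an NES of 3.00 when ranked by log2 fold change. Both were at the smallest p that the permutations allowed. Set tests on the libraries themselves gave an adjusted p of 0.0048 in limma's camera with an estimated correlation, and of 6.16e-05 in limma's fry.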

Consistent with the gene signature, GST-PTR1 treatment displayed a significant correlation to the induction of NF-κB signaling by the GSEA analysis (Fig 1D). GSEA also identified TNF signaling, JAK/STAT signaling, and immunity related changes (Fig 1C and S1 Table). 

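Of 88 TNF signaling genes tested, 41 were higher with GST-PTR1 and 5 were lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 32 of the 41 rose at least 2-fold. Adjusted over the list alone, 44 were higher. Of 92 JAK/STAT signaling genes, 36 were higher and 5 were lower, with 24 of the 36 at least 2-fold higher (39 higher when adjusted over the list alone). The median log2 fold changes were 0.27 and 0.22. With library totals they were 0.08 and 0.03. The NES of TNF signaling was 1.06 with the weighted statistic on the inverse p ranking (adjusted p = 0.428, permutation) and 2.74 with the signed -log10 p ranking. For JAK/STAT signaling it was 1.06 (adjusted p = 0.428, permutation) and 2.57. Among 114 cytokines and cytokine receptors, 56 were higher and 6 lower, and 62 were higher when adjusted over the list alone. Among 65 IL-17 signaling genes, 32 were higher and 4 lower, and again 32 were higher over the list alone. TNFSF9 rose from 0.769 ± 0.167 to 57.8 ± 2.82 CPM (SD, n = 3 each), a log2 fold change of 6.25. TNFAIP3 rose from 21.6 ± 2.73 to 143 ± 5.1 CPM, a log2 fold change of 2.73.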

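The 7 anti-apoptotic genes BCL2, BCL2L1, BCL2A1, BIRC2, BIRC3, CFLAR and IER3 were all higher with GST-PTR1 at an adjusted p under 0.05 in edgeR's quasi-likelihood test, 5 of them by at least 2-fold. BCL2A1 (ENSG00000140379, chromosome 15 of GRCh37 from 80253231 to 80263788) rose from 1.25 ± 0.228 to 47.9 ± 17.1 RPKM (SD, n = 3 each). RPKM values here are on library totals, while log2 fold changes are on TMM-scaled totals, so the fold between 2 RPKM values is smaller than the printed one. The log2 fold change of BCL2A1 was 5.50 (standard error 0.33, adjusted p = 7.04e-07 from the edgeR test). IER3 (ENSG00000137331, chromosome 6 from 30710976 to 30712331) rose from 1.53 ± 0.234 to 21.6 ± 2.11 RPKM, a log2 fold change of 4.01 (standard error 0.18, adjusted p = 7.55e-08 from the edgeR test). BIRC3 (ENSG00000023445, chromosome 11 from 102188215 to 102210134) rose from 3.76 ± 0.356 to 50.0 ± 3.09 RPKM, a log2 fold change of 3.92. The neighbouring BIRC2 (ENSG00000110330, from 102217942 to 102249401) rose less, from 9.37 ± 0.413 to 12.0 ± 0.491 RPKM, a log2 fold change of 0.56 (adjusted p = 0.00425 from the edgeR test). CFLAR (ENSG00000003402, chromosome 2 from 201980827 to 202041410) rose from 4.2 ± 0.193 to 12.5 ± 0.777 RPKM, and BCL2 (ENSG00000171791, chromosome 18 from 60790579 to 60987361) from 15.4 ± 2.11 to 44.6 ± 5.46 RPKM. Their log2 fold changes were 1.77 and 1.73. BCL2L1 (ENSG00000171552, chromosome 20 from 30252255 to 30311792) rose from 31.6 ± 3.25 to 50.6 ± 2.22 RPKM, a log2 fold change of 0.88 (adjusted p = 0.000244 from the edgeR test). The cytokine genes changed more. CXCL8, which encodes IL-8 (ENSG00000169429, chromosome 4 from 74606223 to 74609433), rose from 1.39 ± 0.421 to 123 ± 30.7 RPKM, a log2 fold change of 6.65 (standard error 0.28). IL10 (ENSG00000136634, chromosome 1 from 206940947 to 206945839) rose from 0.452 ± 0.0964 to 149 ± 28.8 RPKM, a log2 fold change of 8.60 (standard error 0.25). For each of the 9 genes, every GST-PTR1 library was above every GST library (exact permutation test on RPKM, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). All 9 kept an adjusted p under 0.05 in the 15 alternatives run for each. The alternative that moved BCL2L1 and BIRC2 most was scaling by library totals, with log2 fold changes of 0.68 and 0.36. On TMM-scaled totals BCL2L1 rose from 29.5 ± 2.43 to 54.3 ± 4.87 RPKM and BIRC2 from 8.77 ± 0.531 to 12.9 ± 1.11 RPKM.

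**Figure D1:**
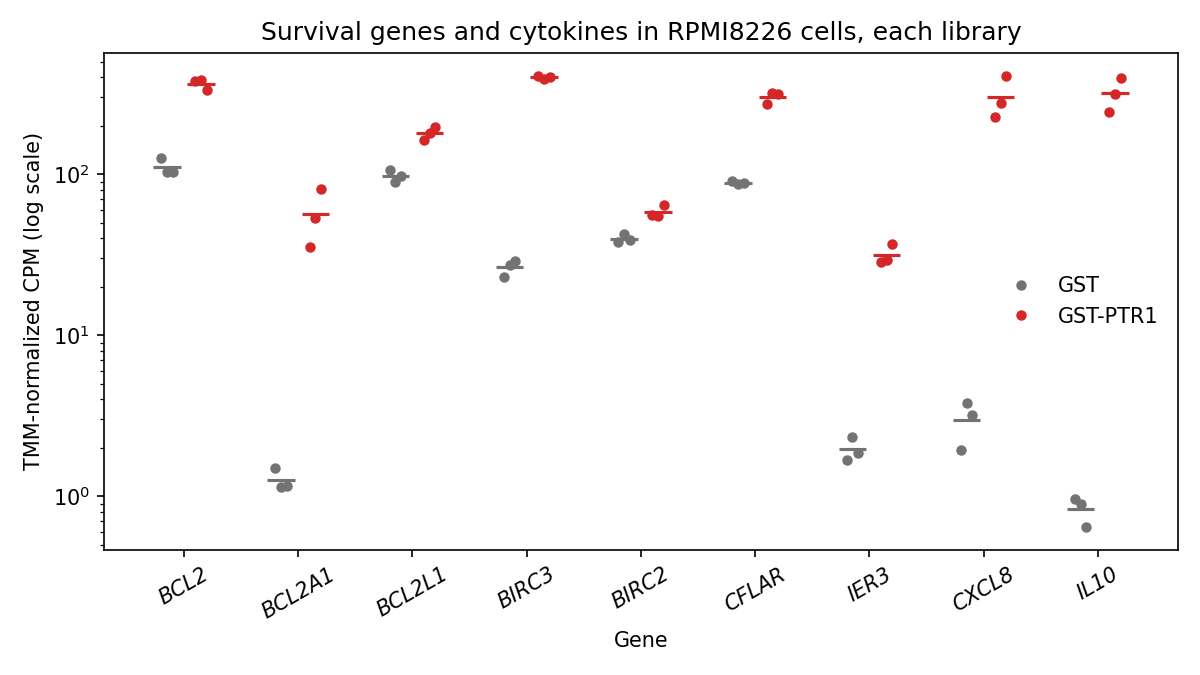
TMM-normalized CPM on a log scale (y axis) of the 7 anti-apoptotic genes and CXCL8 and IL10 (x axis) in each of the 3 GST (gray) and 3 GST-PTR1 (red) libraries of RPMI8226 cells. Points are single libraries and lines are means. For IL10 the means are 0.835 and 319 CPM, and for BIRC2, the gene that changed least, 39.6 and 58.4 CPM.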

Notably, NF-κB regulated genes included a host of anti-apoptotic genes, such as *BCL2*, *BCL2L1*, *BCL2A*, *BIRC2*, *BIRC3*, *CFLAR (c-FLIP) and IER3 (IEX-1L)* (Fig 1E), as well as certain immune cytokines, such as IL-8 and IL-10. We confirmed the induction of some of these genes by qRT-PCR analysis (e.g., *BCL2A1*, 284-fold; *IL-8*, 224-fold; and *IL-10*, 153-fold) (Fig 1F).

**Fig 1:**
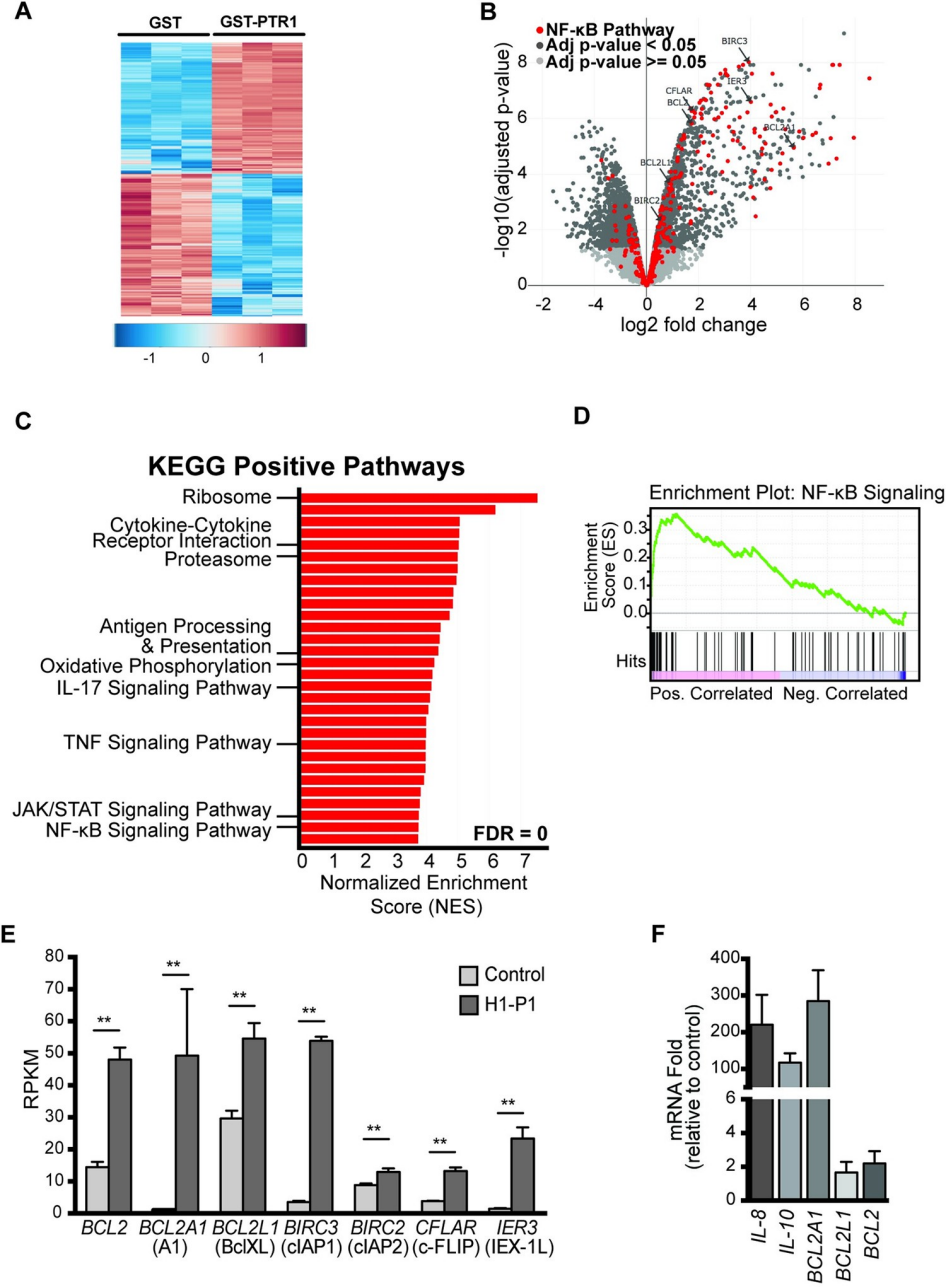
HAPLN1-PTR1 induces transcriptional changes, including an NF-κB transcriptional program. (A) Heatmap summarized all the differentially expressed genes of two-fold. Each row is a gene, each column is a sample. (B) Volcano plot of RNA-Seq data illustrating significantly (dark gray) and non-significantly (light gray) changed genes in RPMI8226 cells treated with 100 nM GST-PTR1 for 6 hr, relative to control (100 nM GST). Genes depicted in red indicate known NF-κB regulated genes. The RNA-seq analysis was done in three biological replicates. (C) Gene set enrichment analysis (GSEA) for indicated KEGG pathways and the genes differentially regulated by HAPLN1-PTR1 versus control (GST). Shown are bars indicating normalized enrichment scores (NES) for top 30 positive pathways, all with an FDR = 0. The identities of some of the pathways are indicated. For more details, see S1 Table. (D) GSEA normalized enrichment score (NES) plots of the signature of the NF-κB pathway. (E) Reads per kilobase million (RPKM) values of select NF-κB target survival genes from the RNA-Seq results in A. (F) qRT-PCR analysis of select genes detected by RNA-Seq analysis in A. RNA levels of indicated genes in GST-PTR1-treated condition were normalized to GAPDH and fold change relative to control (100 nM GST) for each gene is plotted. Results represent the mean ± SD of three biological replicates. ** p<0.01.

### HAPLN1-PTR1 induces RPMI8226 MM cell resistance to multiple therapeutic drugs

Induction of a host of anti-apoptotic genes by GST-PTR1 suggested the possibility that HAPLN1-PTR1 might induce resistance of MM cells to not only bortezomib but also other clinically employed FDA-approved drugs. To evaluate this hypothesis, we next investigated whether GST-PTR1 could increase RPMI8226 MM cell survival in the presence of different classes of FDA-approved MM therapeutics. These include other PIs (carfilzomib, ixazomib), a glucocorticoid (dexamethasone), DNA damaging agents (melphalan, doxorubicin, bendamustine), an IMiD (lenalidomide), and a nuclear export inhibitor (selinexor). We first exposed RPMI8226 cells to varying concentrations of these drugs and identified drug doses that would yield ~50–80% toxicity using MTT assays at 24-hours (PIs, doxorubicin), 2 days (bendamustine), or 3 days (dexamethasone, melphalan, selinexor), or longer 10-day growth assay (lenalidomide). IMiD-induced toxicity is known to manifest much more slowly than that induced by other cytotoxic MM drugs [41]. The cells were then treated with 100 nM GST-PTR1 or GST in the presence of these MM drugs. These toxicity assays demonstrated that GST-PTR1 caused significant resistance of RPMI8226 MM cells to all the drugs tested, except for carfilzomib and selinexor (Fig 2). GST-PTR1 alone without the drugs did not affect the growth of the MM cells. These results demonstrate that HAPLN1-PTR1 is capable of inducing RPMI8226 cell resistance to multiple MM drugs.

**Fig 2:**
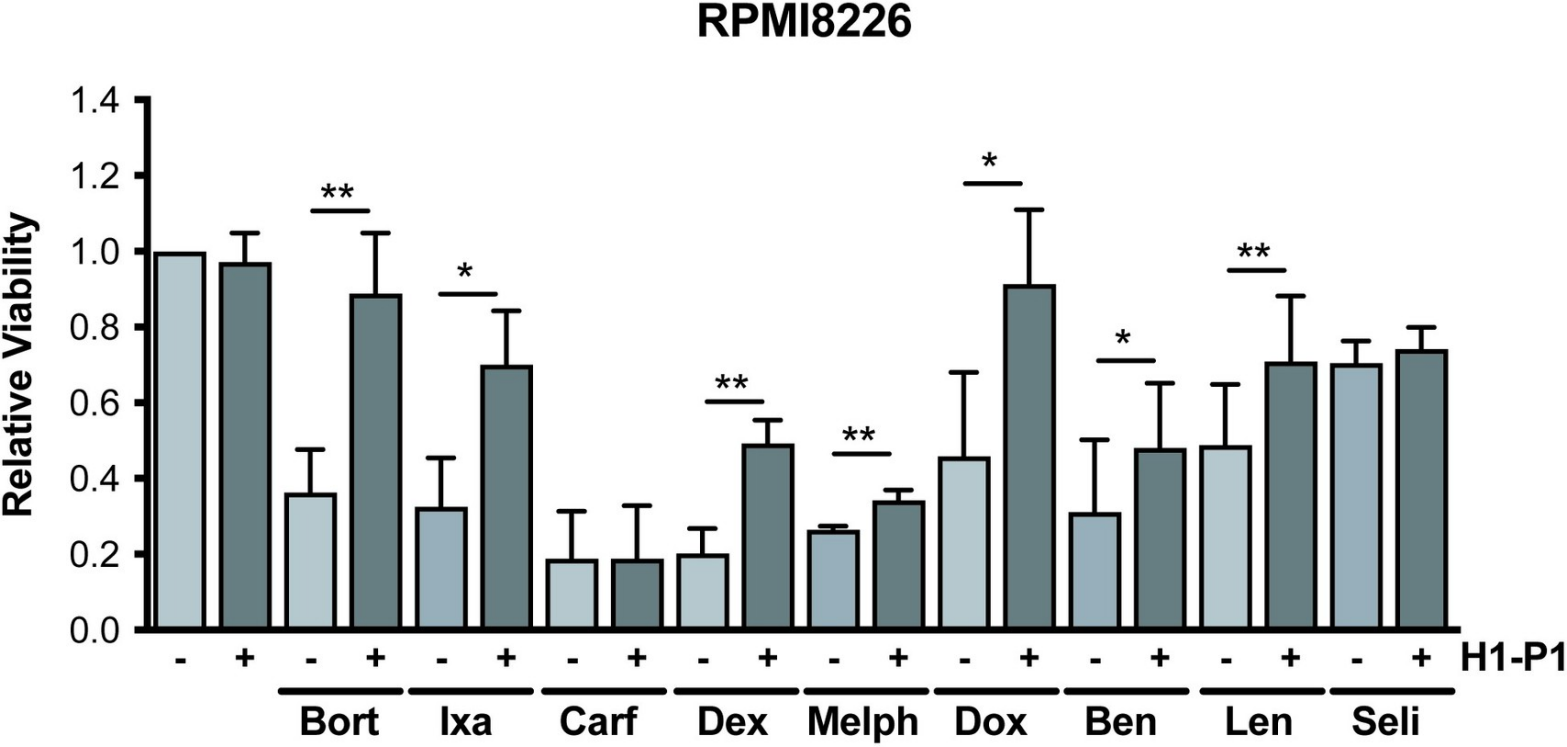
HAPLN1-PTR1 causes RPMI8226 MM cell resistance to different classes of therapeutic agents. RPMI8226 cells were cultured with 100 nM GST-PTR1 (H1-P1) or GST (-) in the presence or absence of indicated drugs at 50–80% cytotoxicity and the cell viability was measured as described in Materials and Methods. Results represent the mean ± SD of three biological replicates, each performed in triplicate. * p<0.05, ** p<0.01.

### HAPLN1-PTR1 induces clinical PI resistant NF-κB activation in RPMI8226 MM cells

We previously showed that HAPLN1-PTR1 induces bortezomib-resistant NF-κB signaling, which was correlated with bortezomib resistance in RPMI8226 cells [31]. The finding that GST-PTR1 can cause resistance to ixazomib but not carfilzomib in the above study could be related to the ability of the latter to inhibit NF-κB signaling induced by HAPLN1-PTR1 but not by the former. To test this hypothesis, we treated RPMI8226 cells at different concentrations of ixazomib and carfilzomib, in the presence of GST-PTR1 or GST control. To demonstrate the efficacy of these PIs, the cells were also treated in parallel with TNFα, a canonical NF-κB inducer that involves the 26S proteasome-mediated IκBα degradation to activate NF-κB. The cell samples were then analyzed by EMSA using Igκ-κB probe with Oct-1 binding serving as a loading control. Similar to the case with bortezomib, NF-κB activation by GST-PTR1 was not inhibited by ixazomib or carfilzomib up to 30 nM (Fig 3A–3D). Significant NF-κB inhibition was only evident at 100 nM of these PIs. In contrast, significant inhibition of NF-κB activation by TNFα was evident at 30 nM of ixasomib and 10 nM for carfilzomib. The degree of inhibition was significantly greater for TNFα than that observed for GST-PTR1 at the varying PIs concentrations analyzed (Fig 3A–3D). These results suggest that, similar to bortezomib [31], NF-κB activation by HAPLN1-PTR1 is significantly more resistant to both ixazomib and carfilzomib relative to TNFα-induced activation. HAPLN1-PTR1 can reduce the MM cell toxicity of both bortezomib and ixazomib, but not carfilzomib, indicating that the latter drug can escape the resistance impact of HAPLN1-PTR1 despite its inability to inhibit NF-κB activation.

**Fig 3:**
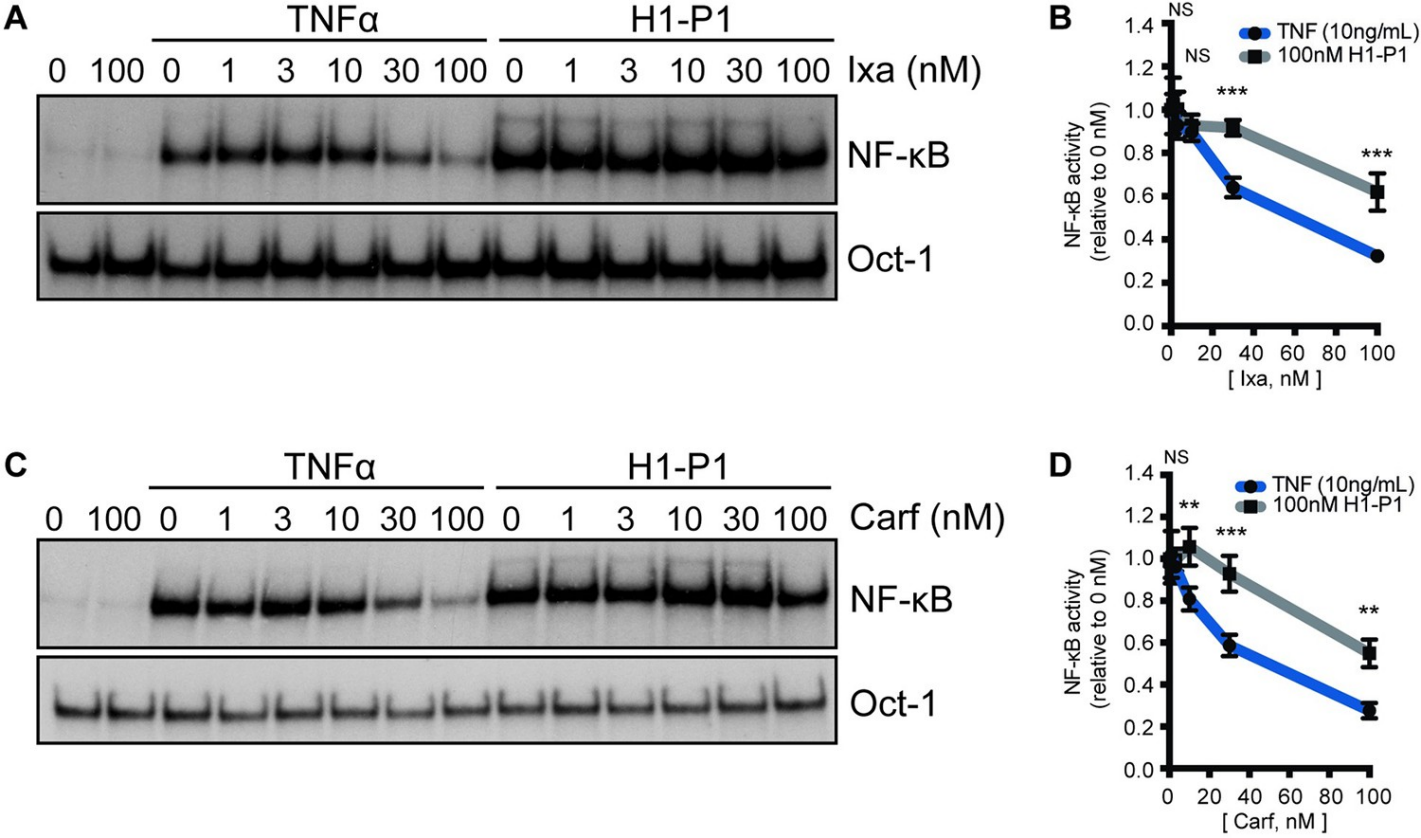
HAPLN1-PTR1-induced NF-κB activation is resistant to clinical PI’s. (A) Representative EMSA analysis of RPMI8226 cells incubated with 10 ng/mL TNFα or 100 nM GST-PTR1 (H1-P1) in the absence or presence of increasing concentrations (nM) of ixazomib (Ixa). (B) Graph depicts the mean ± SD of the quantification of three independent replicates of EMSA analysis as in A. (C) Representative EMSA analysis as in A with increasing concentrations (nM) of carfilzomib (Carf). (D) Graph depicts the mean ± SD of the quantification of three independent replicates of EMSA analysis as in C. ** p<0.01, *** p<0.001.

### Selinexor inhibits HAPLN1-PTR1-induced IκBα degradation and NF-κB activation

We previously demonstrated that NF-κB activation by HAPLN1-PTR1 involves PI-resistant degradation of IκBα and PI-sensitive IκBβ degradation [31]. Of these, inhibition of IκBα degradation by selinexor was reported to be critical for its clinical efficacy [42]. We and others also reported that IκBα, but not IκBβ, contains a nuclear export sequence (NES), critical for nuclear export of inactive NF-κB-IκBα complexes to the cytoplasm via the nuclear export receptor XPO1/CRM1 [43, 44]. We further reported that the nuclear export inhibitor Leptomycin B (LMB) or a mutation of IκBα-NES can prevent PI resistant IκBα degradation via nuclear sequestration and inhibit atypical bortezomib-resistant NF-κB activity [45]. Because both selinexor and LMB are specific chemically distinct inhibitors of XPO1, we tested whether the ability of selinexor to overcome HAPLN1-PTR1-mediated drug resistance was related to its ability to prevent HAPLN1-PTR1-induced IκBα degradation and associated NF-κB activation. RPMI8226 cells were exposed to GST-PTR1 in the presence of cycloheximide to block new IκBα synthesis to specifically determine the impact of its degradation induced by the ligand with and without selinexor. We previously demonstrated that IκBα levels are not altered by three-hour treatment with cycloheximide in RPMI8226 cells [31]. GST-PTR1 induced near complete degradation of IκBα within 1 hour, which was inhibited by selinexor (Fig 4A and 4B). This resulted in partial inhibition of NF-κB activation induced by GST-PTR1 (Fig 4C); the remaining activation is likely arising from degradation of IκBβ, which is insensitive to selinexor (Fig 4A and 4B) but sensitive to bortezomib [31]. Indeed, this is confirmed by addition of both selinexor and bortezomib that caused near complete NF-κB inhibition induced by GST-PTR1 (Fig 4D). As expected, selinexor caused nuclear accumulation of IκBα, like LMB treatment (Fig 4E). These results support the hypothesis that selinexor can block HAPLN1-PTR1-induced IκBα degradation via its nuclear sequestration causing inhibition of IκBα-associated NF-κB activation to overcome the survival effects induced by HAPLN1-PTR1 in MM cells. Moreover, these results provide additional molecular details potentially underlying the marked clinical synergy with the combination of selinexor and PIs [46].

**Fig 4:**
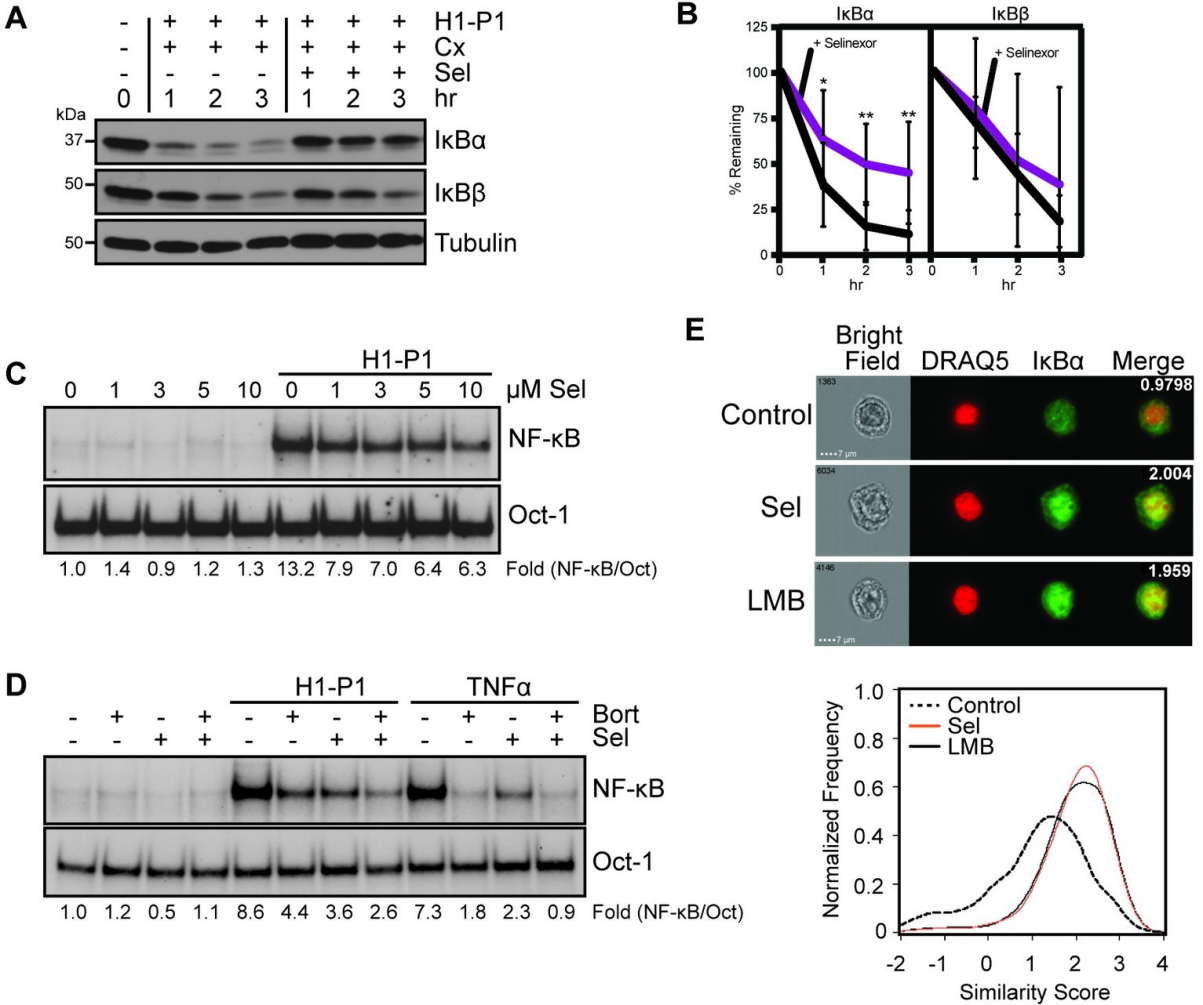
Selinexor inhibits HAPLN1-PTR1-induced IκBα degradation and NF-κB activation. (A) Representative immunoblot analysis of IκBα, IκBβ and tubulin in RPMI8226 cells pretreated for 30 min with 20 μg/mL cycloheximide (Cx) with 10 μM selinexor (Sel) and stimulated with GST-PTR1 (H1-P1) for indicated times. (B) Graph depicts the mean ± SD of the quantification of three independent replicates of western blot analysis as in A. (C) EMSA analysis of RPMI8226 cells pretreated for 30 min with increasing concentrations of selinexor (Sel) and stimulated with GST-PTR1 (H1-P1). (D) EMSA analysis of RPMI8226 cells pretreated for 30 min with 10 μM Sel or 100 nM Bort and stimulated with 100 nM GST-PTR1 (H1-P1) or 10 ng/mL TNFα. (E) Upper: Images of RPMI8226 cells control and treated with 10 μM Selinexor (Sel) or 20 μg/mL Leptomycin B (LMB) for 45 min. The similarity score for each set of representative images is included in merged image. Lower: A representative similarity histogram for control and treated cells showing the co-localization of IκBα and the nuclear dye, DRAQ5.

### HAPLN1-PTR1 also induces expression of *multi-drug resistance (MDR)* genes and function in RPMI8226 cells

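The paper calls the genes of Fig 5A MDR family genes. They are members of the ATP-binding cassette (ABC) family or, for ABCF2P1, a pseudogene of one. RNA counts do not show whether their products export drugs. The 11 genes of Fig 5A were all tested and had positive log2 fold changes, from 0.13 to 1.87. Of these, 4 had an adjusted p under 0.05 in edgeR's quasi-likelihood test over all genes, and 9 when adjusted over the list alone. The study chose the list on these samples, so the latter is not independent evidence. TAP1 (ENSG00000168394, chromosome 6 of GRCh37 from 32812986 to 32821755) rose from 217 ± 29.9 to 468 ± 34.1 CPM (SD, n = 3 each). Its log2 fold change was 1.11 (standard error 0.12, adjusted p = 0.000112 from the edgeR test), and it was called in all 15 alternatives. ABCA1 (ENSG00000165029, chromosome 9 from 107543283 to 107690518) had 1.36 ± 1.54 CPM with GST and 4.67 ± 2.45 with GST-PTR1, and the libraries overlapped. Its log2 fold change was 1.87 (standard error 0.60, adjusted p = 0.0491 from the edgeR test). Without the GST library of 15202503 counts it was 3.25, and without the GST-PTR1 library of 22874133 counts it was 1.39. It lost its adjusted p under 0.05 in 5 of the 14 alternatives in which it was tested: library totals (adjusted p = 0.0502), DESeq2's test (0.165), and without the GST library of 20077280 counts (0.139), the GST library of 23453473 counts (0.179) or the GST-PTR1 library of 22874133 counts (0.0899). Over the 14 its adjusted p ranged from 2.14e-13 to 0.179. ABCF2 (ENSG00000033050) rose from 210.4 ± 23.3 to 291 ± 25.3 CPM, a log2 fold change of 0.47 (adjusted p = 0.0171 from the edgeR test). TAP2 (ENSG00000204267), which shares 32.3% of its exon bases with another gene on its strand, rose from 107 ± 6.54 to 146 ± 14.4 CPM, a log2 fold change of 0.45 (adjusted p = 0.0138 from the edgeR test). Each of these 2 lost its adjusted p under 0.05 in 3 alternatives. The other 7 genes, ABCF2P1, ABCD2, ABCC1, ABCE1, ABCF1, ABCA4 and ABCF3, had adjusted p-values from 0.0745 to 0.746 in the edgeR test. ABCF2P1 is a pseudogene copy of ABCF2, and the counting could split reads between them. With library totals the log2 fold changes of ABCA4 and ABCF3 became -0.06 and -0.07, and 1 of the 11 genes was called. Among the 18 other ABC family genes tested, none was higher (0 genes at an unadjusted p under 0.05). At an adjusted p under 0.05, 6 were lower. The count of lower genes was 12 with library totals and 3 without the GST-PTR1 library of 44688737 counts.

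**Figure D2:**
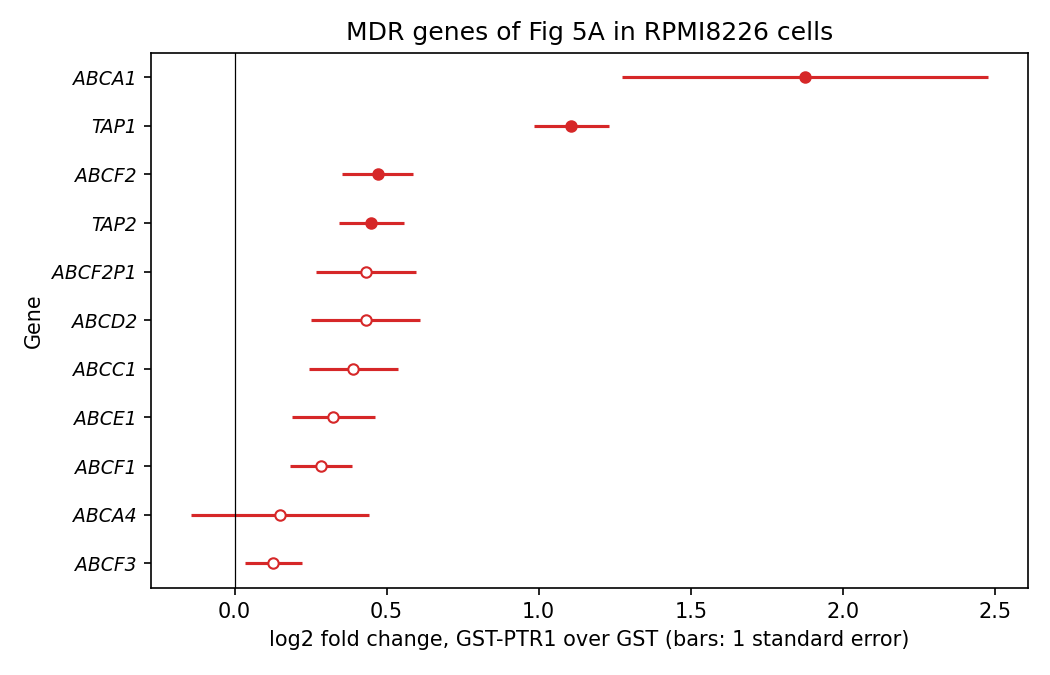
Log2 fold change of GST-PTR1 over GST (x axis; bars are 1 standard error) for the 11 genes of Fig 5A (y axis). Filled points have an adjusted p under 0.05 in edgeR's quasi-likelihood test. The 11 genes lie from 0.13 to 1.87 with TMM scaling, and with library totals ABCA4 and ABCF3 fall below 0.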

**While the above studies focused on the potential role of NF-kB-regulated antiapoptotic genes induced by HAPLN1-PTR1, our RNA-seq analysis also identified various** *MDR* **family genes were also upregulated after GST-PTR1 treatment (Fig 5A). Moreover, using the drug efflux pump substrate, rhodamine 123, GST-PTR1 also significantly upregulated MDR efflux function (Fig 5B and 5C). These results suggest a dual mode of HAPLN1-induced drug resistance mechanism by inducing the expression of both anti-apoptotic genes and drug efflux pump** *MDR* **genes.**

**Fig 5:**
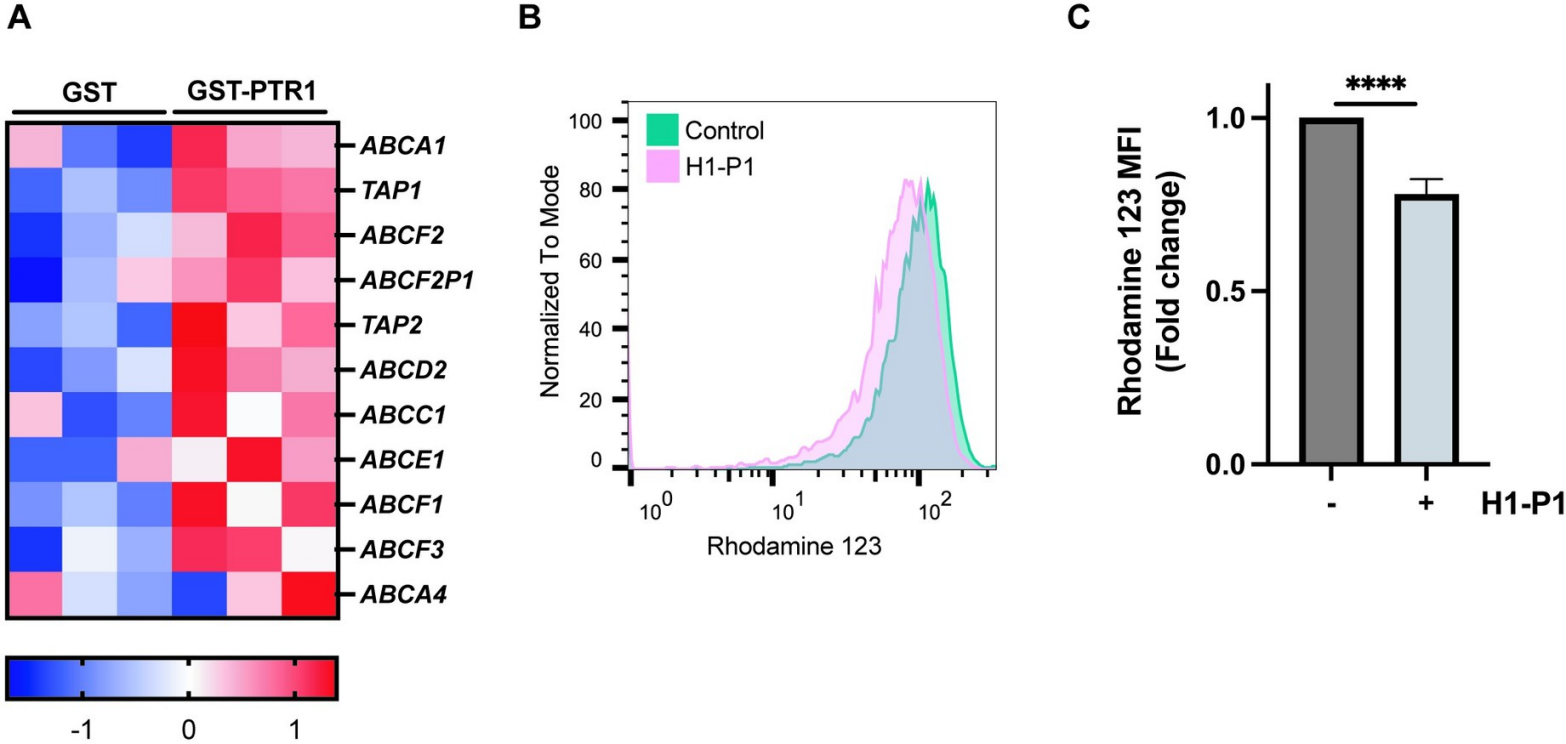
HAPLN1-PTR1 increases expression of MDR genes and function. (A) Heatmap of upregulated MDR genes after GST-PTR1 treatment in RNA-seq analysis colored by Z-score. (B) Representative histogram of rhodamine 123 efflux assay. RPMI8226 cells were treated with 100 nM GST-PTR1 (H1-P1) or control GST for 24 h and subjected to the rhodamine 123 efflux assay. (C) Graph depicts the mean fluorescent intensity (MFI) ± SEM of three independent replicates of rhodamine 123 efflux assay as in B. **** p<0.0001.

### HAPLN1-PTR1 induces variable levels of drug resistance in several myeloma cell lines

To determine whether the drug resistance phenotype induced by HAPLN1-PTR1 in RPMI8226 cells is not limited to this MM cell line alone, we exposed several other MM cell lines to different clinical drugs in the presence of GST-PTR1 or GST as control. As in the RPMI8226 cell study, these studies were performed in biological triplicates, each performed in three technical replicates. The results are summarized in Fig 6, which demonstrated that GST-PTR1 was able to induce variable but significant resistance to multiple classes of MM therapeutic drugs in different MM cell lines. Again, as in the case for RPMI8226 cells, GST-PTR1 failed to induce resistance to carfilzomib in all cell lines tested and to selinexor in most lines. Overall, our results identify HAPLN1-PTR1 as a novel extracellular matrix factor capable of inducing resistance in MM cells to multiple classes of MM therapeutics with notable exceptions.

**Fig 6:**
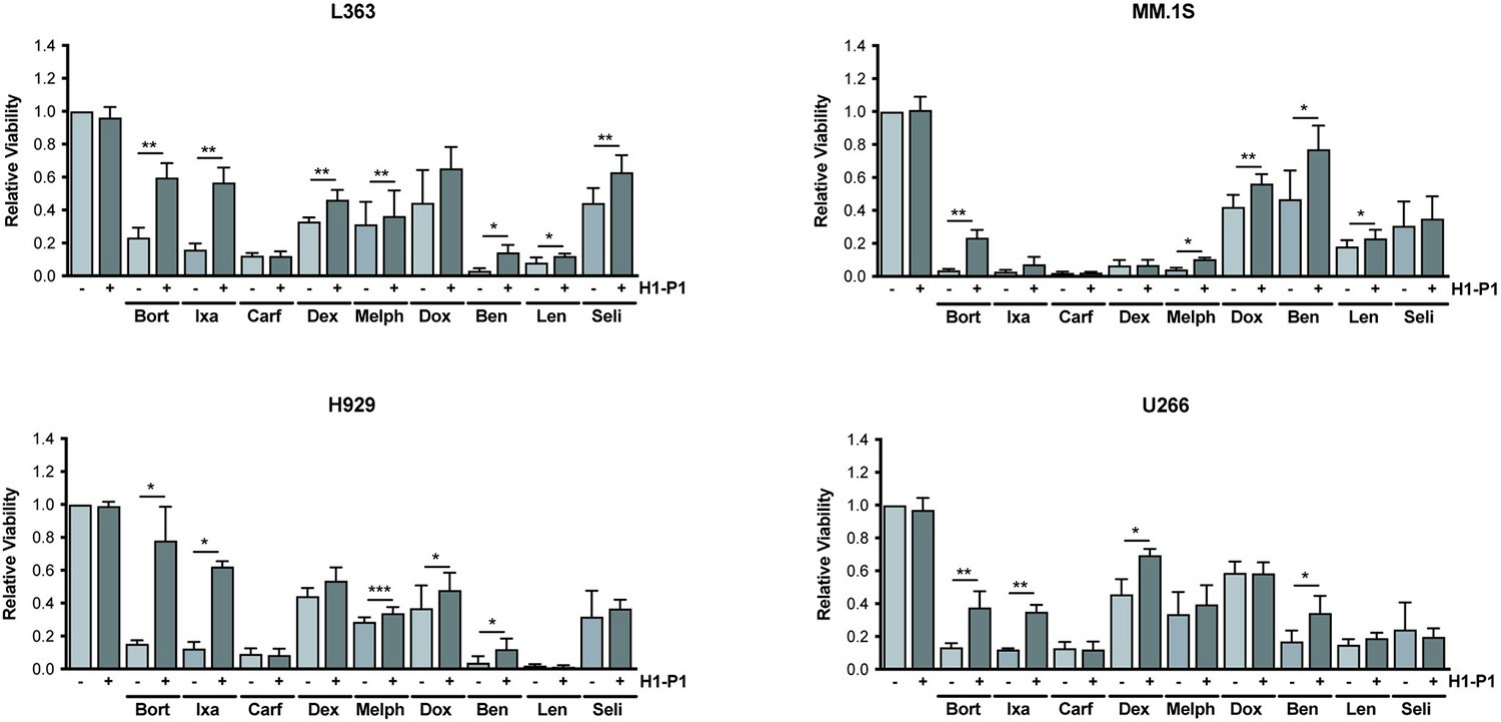
HAPLN1-PTR1 causes resistance of several MM cell lines to multiple clinical drugs. MM cell lines (L363, MM.1S, H929, U266) were cultured with 100 nM GST-PTR1 (H1-P1) or GST (-) in the presence or absence of indicated drugs and the cell viability was measured as described in Materials and Methods. Results represent the mean ± SD of three biological replicates, each performed in triplicate. * p<0.05, ** p<0.01, *** p<0.001.

## Discussion

In the present study, we tested whether HAPLN1 acts as a drug resistance factor in MM cells against different classes of therapeutic drugs. We previously showed that HAPLN1 can initiate bortezomib-resistant NF-κB activity in MM cells and bortezomib-resistant cell survival [31]. We now performed an RNA-seq analysis of RPMI8226 MM cell line exposed to HAPLN1-PTR1 and found that this ligand induces significant changes in the transcriptomic landscape in these MM cells. This included induction of a group of anti-apoptotic genes that are known targets of NF-κB, among many other genes. Because these changes in expression of anti-apoptotic genes may increase the death threshold of MM cells, we tested whether HAPLN1-PTR1 could also increase resistance of MM cells to other clinically employed MM therapeutics. Indeed, this ligand was able to variably increase MM cell resistance to many of the currently employed drugs, including PIs, glucocorticoids, DNA damaging agents, and IMiDs, in several MM cell lines tested. HAPLN1 also induced the expression of a host of *MDR* genes and drug efflux function of MM cells. These results therefore support HAPLN1 as a novel ECM-derived multi-drug resistance inducer in MM cells.

Interestingly, HAPLN1 was found to mediate resistance to apoptosis induction by bortezomib and ixazomib, but not by carfilzomib. We found that HAPLN1-PTR1-induced NF-κB activity was highly resistant to all the PIs tested, including carfilzomib, thus further demonstrating the induction of NF-κB activation by HAPLN1 proceeds via an atypical PI-resistant mechanism. Nevertheless, HAPLN1-PTR1 was unable to cause apoptosis resistance to carfilzomib in any of the MM cell lines tested even though it did so against bortezomib and ixazomib in almost all cell lines tested. The difference in HAPLN1-mediated survival could potentially be attributed to differences in pharmacological properties of the PIs. Bortezomib and ixazomib are chemically related (peptide boronates) and are both reversible inhibitors of the proteasome [47]. In contrast, carfilzomib has a different chemical structure based on four amino acids and irreversibly binds to the proteasome via epoxyketone pharmacophore [48]. Furthermore, carfilzomib and dexamethasone regimen was shown to be clinically superior to bortezomib and dexamethasone in patients with relapsed MM in a large phase III randomized trial [49]. Indeed, NF-κB activation induced by HAPLN1-PTR1 was also resistant to oprozomib, another irreversible epoxyketone structured PI [47], but it was still unable to cause resistance to this PI similar to carfilzomib (S1 Fig). Other than sharing the similar chemical structure, carfilzomib and oprozomib differ in their selectivity against target proteasome β subunits, i.e., carfilzomib inhibits β5/2/1, oprozomib only β5 [47]. This suggests that HAPLN1 can induce drug resistance only against reversible PIs, but irreversible PIs can overcome HAPLN1-induced survival effects. It is therefore likely that prolonged proteasome inhibition, possibly only with irreversible PIs, can overcome HAPLN1 effects.

The differences in sensitivities to HAPLN1-induced drug resistance may also be due to differences in resistance mechanisms involved for different PIs. Unlike bortezomib, whose various resistance mechanisms including NF-κB signaling have been described in the literature [50–56], the mechanisms of resistance to other PIs are not well defined. It is possible that other signaling pathways induced by HAPLN1, such as the JAK/STAT pathway identified by the KEGG analysis of our RNA-seq data, might be playing a role in mediating differential effects against different PIs. In patients, carfilzomib shows clinical efficacy against MM resistant to bortezomib, thus demonstrating that this second generation PI is capable of overcoming bortezomib resistance mechanism(s) [57]. Besse et al., demonstrated that PI’s difference in the β subunit selectivity exerts the differential cytotoxic effect, namely, co-inhibition of β5/β2 subunits has the most cytotoxicity which can be achieved by high dose carfilzomib, while bortezomib can only abrogate β5/β1 [58]. Moreover, bortezomib and carfilzomib resistant MM cell lines manifest different *PSMB5* mutation status and MDR gene expression. Unlike bortezomib resistant cell lines, carfilzomib resistant MM cells have wild-type *PSMB5*, but overexpress the drug efflux pump ABCB1/MDR1 [58, 59]. Interestingly, we also observed induction of a host of MDR gene family members in response to HAPLN1 stimulation of MM cells but ABCB1/MDR1 was not among those induced. Thus, further studies are required to define the mechanism by which the irreversible PI carfilzomib overcomes HAPLN1-induced survival effects in MM cells.

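ABCB1 (ENSG00000085563, chromosome 7 of GRCh37 from 87133175 to 87342611) had 3 counts in all 6 libraries together, 1 in a GST library and 1 in each of 2 GST-PTR1 libraries. It did not pass the expression filter and was not tested. A limit of 3 counts corresponds to 0.18 CPM in the library of 15202503 counts and to 0.0761 CPM in that of 44688737 counts, so ABCB1 was not detectable above these levels with either treatment. A fold between the treatments cannot be given at this depth.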

Similar to carfilzomib, selinexor also overcame HAPLN1-induced survival effects in most MM cell lines analyzed. Selinexor is an oral first-in-class selective inhibitor of XPO1-mediated nuclear export (SINE) compound [42]. This inhibitor was able to abolish HAPLN1-PTR1 induced IκBα degradation by forcing nuclear retention and accumulation of IκBα. This is consistent with our previous findings that PI-resistant IκBα degradation requires the presence of IκBα in the cytoplasm and thus its nuclear accumulation induced by XPO1/CRM1 inhibitors prevents its degradation [60]. Consequently, selinexor suppressed HAPLN1-induced NF-κB activation. Prior studies have found that cytotoxic effects of selinexor against MM cells (and other cancer types) depend, at least part, on IκBα [61]. Thus, through the inhibition of IκBα nuclear export, selinexor appears to overcome the HAPLN1-induced NF-κB signaling and survival effects. Selinexor has been previously shown to inhibit NF-κB transcriptional activity in different cancer and inflammatory models [62–64]. However, selinexor also affects multiple additional key molecular targets, such as p53, p21, p27, STAT1, and STAT3 [65–68], which may also contribute to overcoming the survival effects conferred by HAPLN1.

GSEA analysis of RNA-Seq data also showed that HAPLN1 is not only linked to pathways related to drug resistance but it may have a wider role in orchestrating the intra-tumoral inflammatory milieu and balancing anti-tumor immunity. These results pointed to increased expression of pathways correlated to T cell-mediated immunity and anti-viral responses. This is intriguing in view of recent findings showing that the regulated proteolysis of the tolerogenic versican (VCAN) generates a matrikine, versikine, with opposing, immunostimulatory activities [69, 70]. 

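Of 55 antigen processing and presentation genes tested, 27 were higher with GST-PTR1 and 3 were lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 17 of the 27 rose at least 2-fold. Adjusted over the list alone, 34 were higher. CIITA rose from 21.2 ± 4.65 to 177 ± 17.2 CPM (SD, n = 3 each), a log2 fold change of 3.07 (standard error 0.16). HLA-DMB, which shares 11.5% of its exon bases with other genes on its strand, rose from 4.76 ± 0.275 to 17.4 ± 0.724 CPM, a log2 fold change of 1.87 (standard error 0.13). Of 40 interferon-stimulated genes, 27 were higher and none lower (0 genes at an unadjusted p under 0.05), with 7 of the 27 at least 2-fold higher and 34 higher when adjusted over the list alone. IFIH1 rose from 165 ± 27.1 to 397 ± 31.4 CPM, a log2 fold change of 1.27 (standard error 0.14). HERC5 rose from 111 ± 15.8 to 263 ± 21.8 CPM, a log2 fold change of 1.24 (standard error 0.13). The median log2 fold changes of the lists were 0.43 and 0.63, or 0.23 and 0.43 with library totals. The set of interferon-stimulated genes had an NES of 1.04 with the weighted statistic on the inverse p ranking (adjusted p = 0.868, permutation) and 2.48 with the signed -log10 p ranking. Its adjusted p was 0.0134 in limma's fry and 0.278 in limma's camera with an estimated correlation. From pathways of this kind in its GSEA, the paper proposes that HAPLN1 may have a wider role in the inflammatory milieu of the tumor and in the balance of anti-tumor immunity.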

VCAN proteolysis correlates with T-cell infiltration in both hematopoietic and solid tumors and versikine triggers a type-I interferon response in myeloid cells, an essential component of the “T-cell inflamed” TME [71, 72]. Notably, HAPLN1 is a critical component of VCAN-ECM and like HAPLN1, VCAN/versikine contains two related PTR-domains. Taken together, these findings point to coordinated roles of PTR-containing proteins in regulating drug resistance and tumor immunity. It seems plausible that distinct components of the MM TME contribute diverse PTR-containing matrikines. It would be of great interest to determine whether the levels of such matrikines vary through MM disease progression and whether their levels could be predictive of therapy resistance and possibly immune microenvironment. Individualized therapeutic approaches using the HAPLN1 level in patient plasma as a prognostic marker need to be further tested in well-designed clinical settings. Such an approach would require the development of an assay to quantify HAPLN1 matrikine levels in patient samples.

## Conclusions

The data presented here demonstrate that a HAPLN1 matrikine can induce resistance in MM cells to different classes of therapeutic agents. This matrikine induces many changes in cell signaling and gene expression in MM cells, including an activation of NF-κB signaling and induction of many cell survival genes, multi-drug resistance genes, and immune-related genes. Our study thus reveals a novel mechanism of drug resistance in MM cells, suggesting that the HAPLN1 matrikine may be a novel biomarker and/or therapeutic target for this currently incurable disease.

## Supporting information

S1 Table Gene set enrichment analysis (GSEA) using KEGG pathways of the ranked genes differentially regulated by GST-PTR1 versus GST control. Top 30 significant (FDR<0.05) pathways are shown. KEGG, Kyoto Encyclopedia of Genes and Genomes; ES, enrichment score; NES, normalized enrichment score; NOM, nominal; FDR, false discovery rate; FWER, family-wise error rate.
(TIF) Click here for additional data file.

S1 Fig HAPLN1-PTR1-induced NF-κB activation is resistant to oprozomib. (A) Representative EMSA analysis of RPMI8226 cells incubated with 10 ng/mL TNFα for 15 min or 100 nM GST-PTR1 (H1-P1) for 2 hr in the absence or presence of increasing concentrations (nM) of oprozomib (Opro). (B) Graph depicts the mean ± SD of the quantification of three independent replicates of EMSA analysis as in A. (C) MM cell lines (RPMI8226, L363, MM.1S, H929, U266) were cultured with 100 nM GST-PTR1 (H1-P1) or GST (-) in the presence of oprozomib (200 nM) and the cell viability was measured as described in Materials and Methods. Results represent the mean ± SD of three biological replicates, each performed in triplicate. ** p<0.01.
(TIF) Click here for additional data file.

S1 Raw images Original blots and gel image data. (PDF) Click here for additional data file.

# Supplementary material for: HAPLN1 confers multiple myeloma cell resistance to several classes of therapeutic drugs
**Source:** PLoS One. 2022 Dec 8;17(12):e0274704. doi: 10.1371/journal.pone.0274704

Fig 3A

12/20/17 mail 67A 1X9 19k

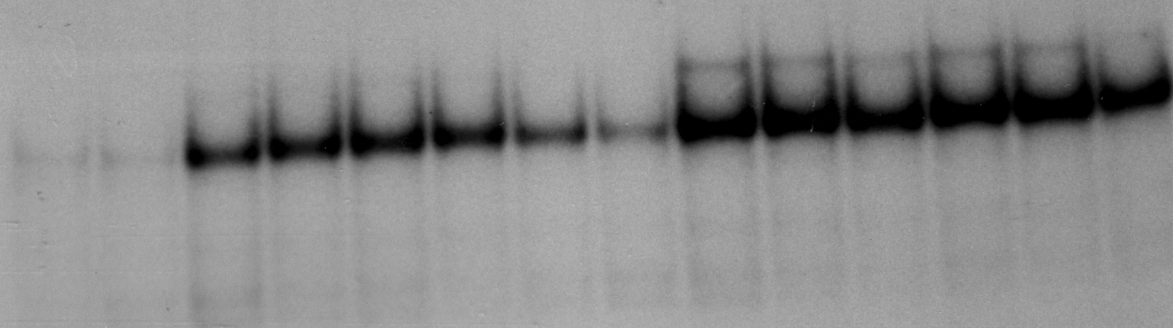

Fig 3A

12/20/17 mal167A IX9

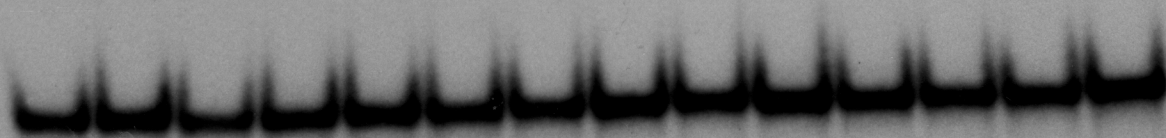

Fig 3C

12/20/17 mailb7A CARF

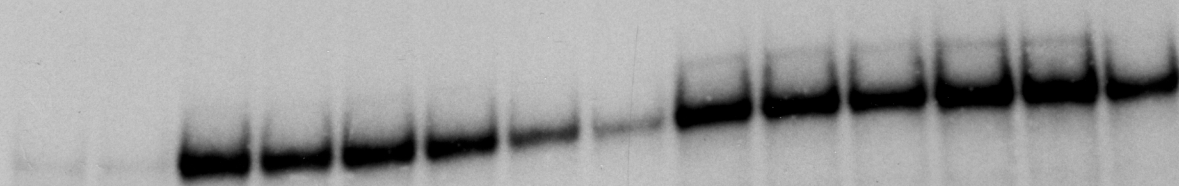

Fig 3C 12/20/17 mai167A CRF

Fig 4A 04/11/17 Mail40F  $\alpha$ -IKB $\alpha$  (1:500) 2' (1:2000)

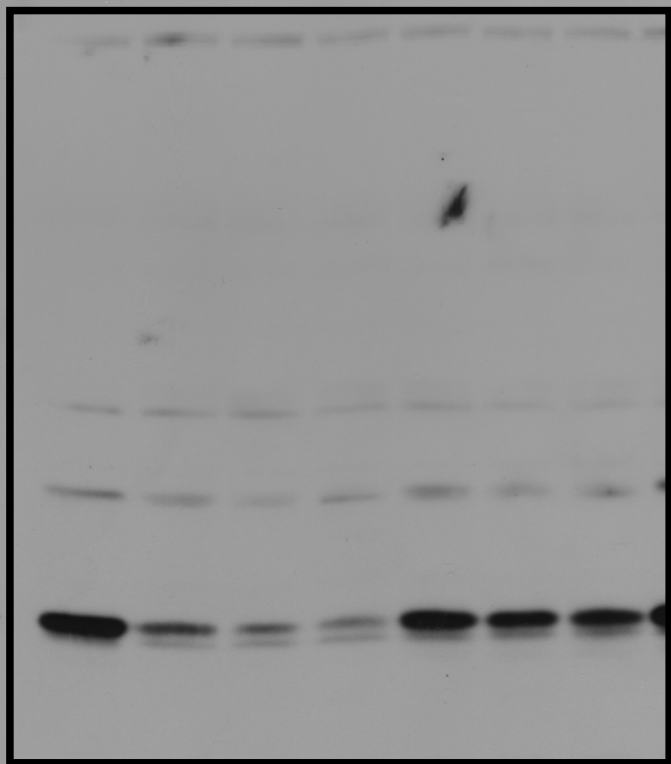

1m

3m

Fig 4A

04/10/17 mal140F  $\alpha$ -1KBB (1:500) 2: (1:2000)

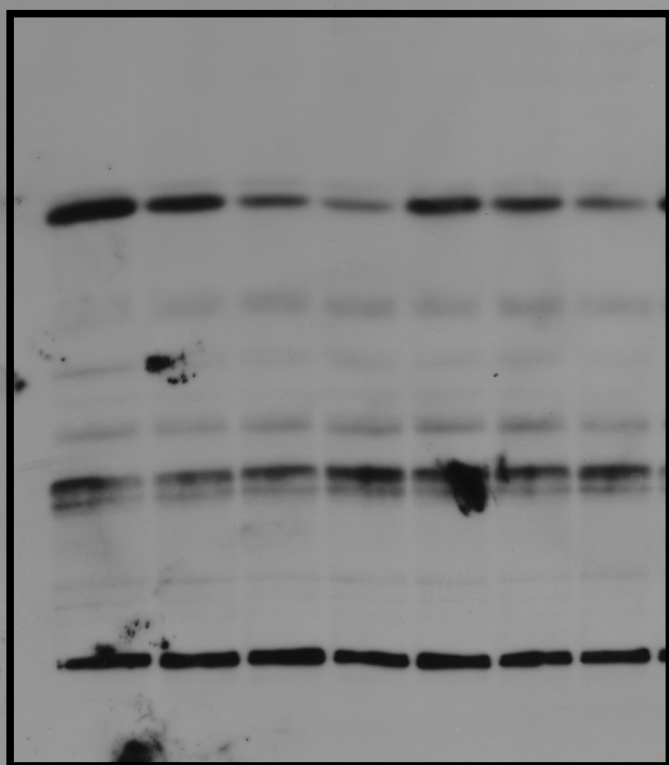

1M

3M

Fig 4A 04/12/17 mail40E  $\alpha$ -tubulin (1:1000) 2:(1:2000)

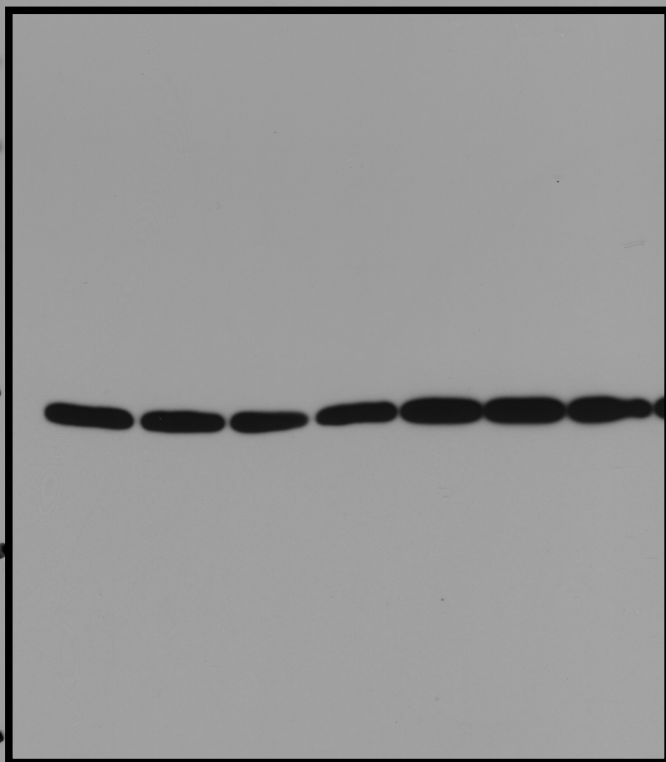

7m

15m

100nM GST-PTR1  
- 1 3 5 10 mM KPT-330

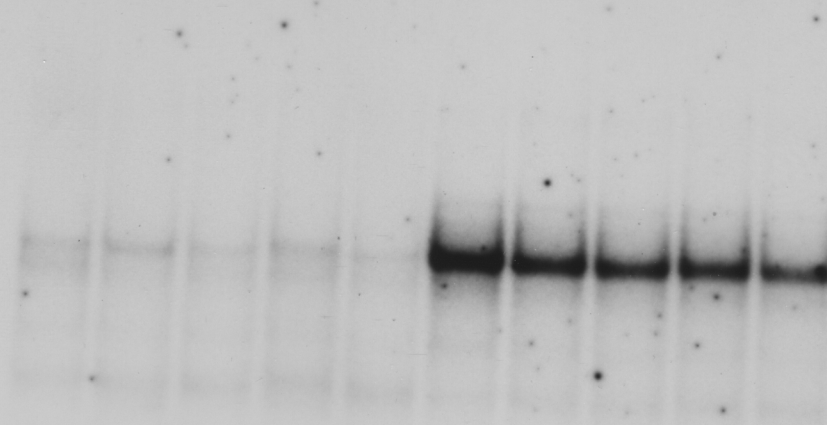

Fig 4C

03/09/17 mail44D oct+1

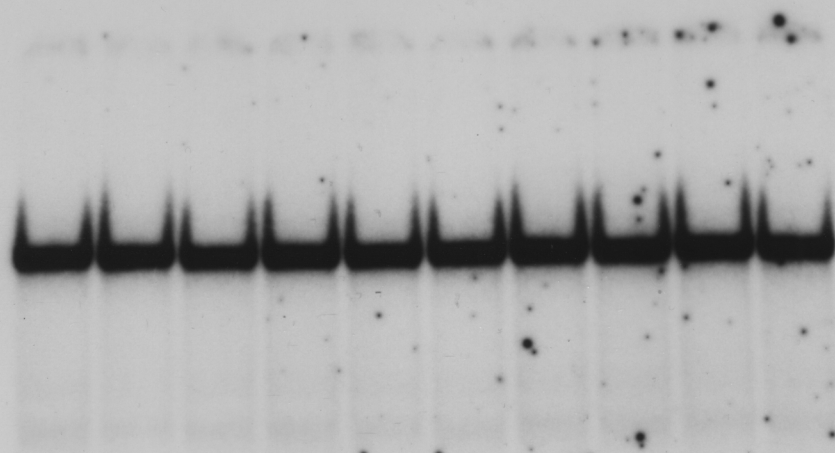

Fig 4D 03/14/17 M1140E Cx/B1K IgK

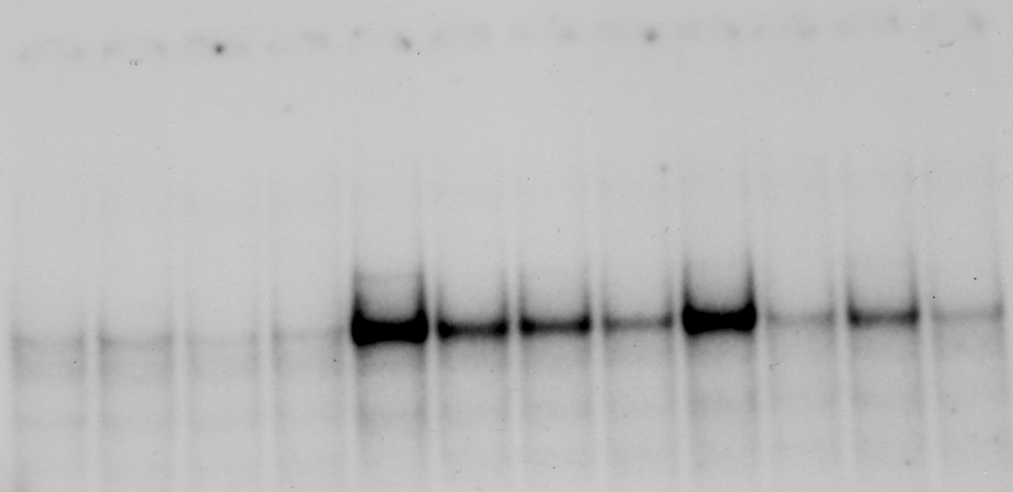

Fig 4D 03/13/17 mail/4E ~~2~~/Bort/KPT Oct 1

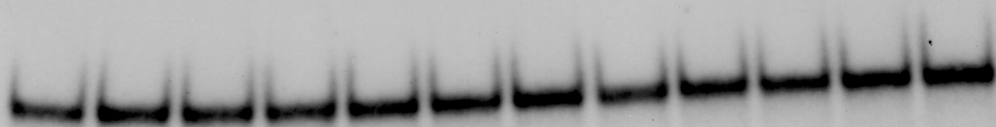

S1A Fig

12/20/17 mail167A OPP0 IgK

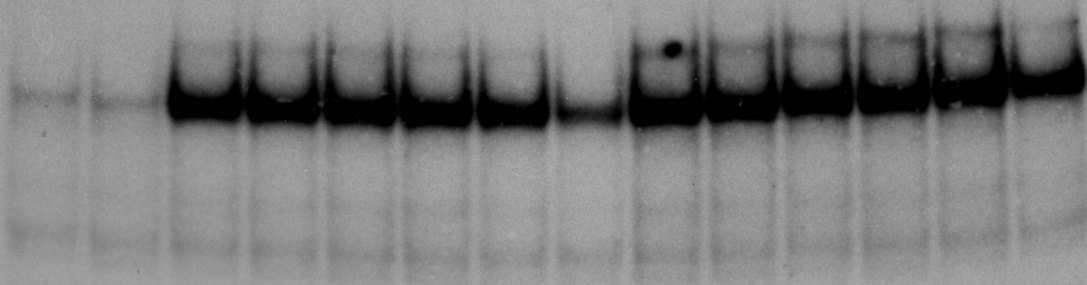

S1A Fig

12/20/17 mal167A OPFO oct

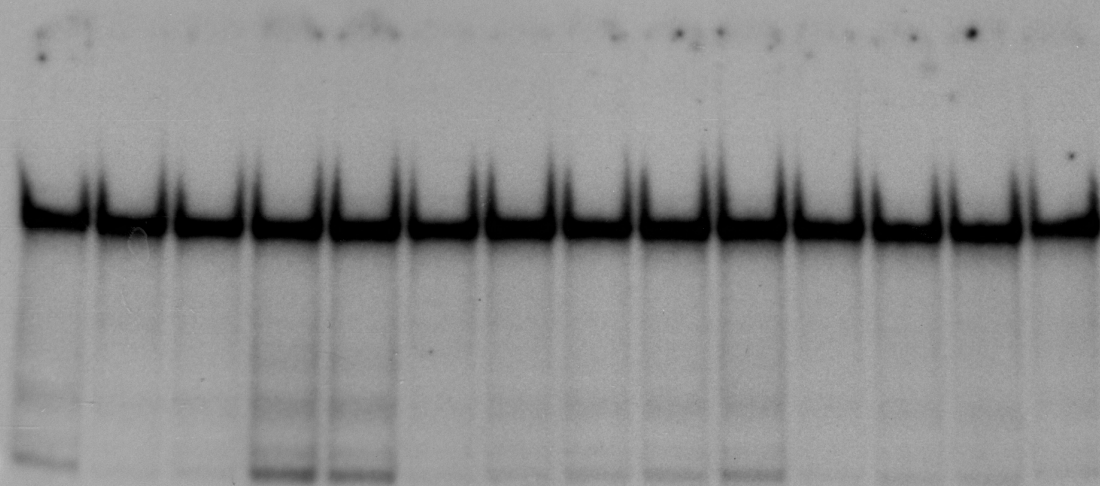

**Supplement:** S1 Raw images

How the deposited data were processed for this re-analysis (not part of the article)

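RNA-Seq was performed on RPMI8226 cells, a human multiple myeloma cell line, exposed for 6 hr to 100 nM GST-PTR1 or 100 nM GST, with 3 biological replicates of each. The authors deposited whole-number counts of reads per gene, which they made with featureCounts version 1.5.0-p1 from the Ensembl release 75 annotation of GRCh37. They counted reads on the reverse strand of a stranded library and left out reads that mapped to several places or overlapped several genes on the same strand, and reads were counted singly. The aligner and its version are not stated in the table or in the paper's text. The deposited table also gives the length of each gene's exons, and nothing in it was normalized. It lists 63677 genes. The 5904 genes on patches, alternative haplotypes and unplaced scaffolds have 0 counts. Gene names were matched by Ensembl identifier for 39699 genes, and the others are given by identifier.

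The total was 15202503, 20077280 and 23453473 counts in the GST libraries and 22874133, 28837431 and 44688737 in the GST-PTR1 libraries. With these totals, 3 counts are worth between 0.0761 and 0.18 CPM, and a gene at or under 3 counts in every library of a treatment was taken as at the limit of detection. A fold against such a treatment is a lower bound. Floors of this kind cover counting error only. Libraries were assigned to a treatment from the column names. The numbers in those names do not match the replicate numbers of the samples, so no pairing was used. No pair of libraries within a treatment differed by less than the sampling noise. The smallest chi-square per gene was 8.38, and all 6 libraries were counted as separate samples.

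From the deposited counts, log2 CPM values with a prior count of 2 were computed for clustering (average linkage on 1 - Pearson's r) and principal components. RPKM was computed from the counts, the library totals and the deposited exon lengths. Differences between treatments were tested in R 4.3.3 with edgeR 4.0.16 on the deposited counts, with TMM factors, the filterByExpr filter, glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment over the 16926 genes tested. An adjusted p under 0.05 and, where stated, a change of at least 2-fold were the thresholds. Fold changes are log2 values from that fit. Exact permutation tests of single genes cannot go below p = 0.1 with 3 libraries against 3. GSEA was run with fgsea 1.28.0 on 12 gene sets with 1000 permutations of genes, ranking genes as in the paper's methods. The weighted statistic was used, and the paper does not state which weight it used. The sets for NF-κB target genes, TNF, JAK/STAT and IL-17 signaling, cytokines and cytokine receptors, antigen processing and presentation, ribosomal proteins, proteasome, oxidative phosphorylation, interferon-stimulated genes, the unfolded protein response and the cell cycle were written from general knowledge. KEGG sets and the NF-κB signature the paper cites were not used here. Set tests with camera and fry used limma 3.58.1. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

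Genes are named in the text if the paper names them for its RNA-Seq, if they are among the 5 largest increases or the 5 largest decreases, or if they belong to lists fixed beforehand. The largest changes were taken among genes with an adjusted p under 0.05, a mean count of at least 50 and no overlap between treatments. Of each gene set, the 3 genes with the smallest adjusted p were eligible. IFNB1, IFNL1, CXCL10 and the PRAME family were chosen after their values were seen. Results of single genes among the ABC transporter genes outside Fig 5A, apart from ABCB1, are not reported here. Gene sets, tests, named genes and most alternatives were set before the data were examined. The alternatives were DESeq2's size factors or library totals in place of TMM factors, DESeq2 1.42.0 or limma's voom in place of edgeR's test, filters of at least 1 count in any library or at least 10 counts in every library, leaving out each library in turn, a test against a fold change of 2, a fold threshold of 1.5, other rankings and set tests, RPKM on TMM-scaled totals, and other settings of the clustering. Removing the trend with gene length or GC content from each library, thinning all libraries to the smallest total, an unweighted GSEA statistic, and fits of the 4 libraries whose column names share a number, with and without that number as a block, were added after seeing the data. A GC value could be had for 97.4% of the genes tested. A fit of all libraries with the replicate number of the samples as a block had also been set. It was not run, because the columns cannot be matched to those numbers.

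The tests were first run on 10 simulated data sets drawn from the means and sizes of the real libraries, with 200 genes changed by a log2 fold change of 1.5 and between 16620 and 16647 genes tested. edgeR recovered 94.5% of the changed genes on average (91.7% at least), and 6.32% of its calls were unchanged genes (from 4.62% to 8.76%). For DESeq2 these shares were 91.6% and 9.93%, and for voom 93.9% and 6.26%. In the same simulations, weighted GSEA with the inverse p ranking found a set of 60 genes with 40 raised genes in 0 of 10 data sets. With the signed -log10 p ranking, the log2 fold change or ranks alone it found the set in 10 of 10. No ranking called any of 20 unchanged sets. The inverse p ranking was kept for the values set beside the paper because the paper's methods name it, and the signed -log10 p ranking is given beside it.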

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

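The length and thinning settings used below were chosen after seeing the data, though the tests on them were set before those results were seen. The short lists fixed beforehand held 66 tested genes outside those the paper names for its RNA-Seq. Among these and the largest increases that the paper does not name, 14 were at least 2-fold higher with GST-PTR1 than with GST. All 14 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. NOS2, CFB, CXCR5 and SOCS3 are in the 14 as largest increases and are not among the 66. Their passing was fixed by that choice. The signal of the 14 genes lies above the control level, and the paper's RNA-Seq section does not discuss them. NOS2 was at least 35.4-fold higher and CFB at least 134.5-fold higher, both against GST libraries at the limit of detection. CFB shares 58.9% of its exon bases with C2 and another gene on its strand, and its counts are uncertain for that reason. The log2 fold change was 7.58 for CXCR5, 7.44 for SOCS3 and 4.49 for CD44. CD44 rose from 0.375 ± 0.0990 to 8.35 ± 2.11 CPM (SD, n = 3 each). Among genes of the NF-κB inhibitor family it was 3.02 for NFKBIA and 1.23 for NFKBIE. It was 2.12 for NOD2 and 1.22 for TICAM1, which act in sensing microbial products, and 1.52 for SLAMF7 and 1.35 for PRDM1. Of BCL2-family genes the paper does not name, BMF had 2.19, PMAIP1 1.97 and MCL1 1.17. BMF and PMAIP1 encode pro-apoptotic proteins and MCL1 an anti-apoptotic one. Every GST-PTR1 library was above every GST library for each of the 14 genes.

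The tables argue against depth and gene length as explanations for these increases as a whole. With all libraries thinned to the smallest total, 100% of the 14 genes were still at least 2-fold higher with an adjusted p under 0.05, which speaks against the greater depth of the GST-PTR1 libraries. With the trend of each library with gene length removed, the share was again 100%. Library totals in place of TMM factors shifted the median of all genes by -0.20, and MCL1 then had a log2 fold change of 0.98. That was the lowest value of any of the 14 genes in the alternatives. All 14 kept an adjusted p under 0.05 in every alternative in which they were tested. The 14 increases were thus present under each of these scalings, as read after the results were seen. A shift of -0.20 could take only MCL1 below 2-fold, so this is no test of scaling as the cause. A response to GST-PTR1 stays open, and so does a response to bacterial material in the protein preparation, which was not tested for these genes.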

How the results depend on the processing

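The column names of the count table carry numbers that do not match the replicate numbers of the samples, so the planned fit with the replicate number of the samples as a block could not be run. The number 004 occurs with the GST library of 23453473 counts and the GST-PTR1 library of 44688737 counts, and 005 with those of 20077280 and 28837431 counts. The other 2 libraries share no number. What the numbers mark is not stated. The deviations of log2 CPM from the treatment means had a Pearson's r of 0.253 across genes between the libraries numbered 004 and of -0.0276 between those numbered 005. Between libraries of unlike number it ran from -0.469 to 0.365, so the numbers do not pair the libraries by this check. An edgeR fit of these 4 libraries with the shared number as a replicate block called 1368 genes at least 2-fold changed, 1121 of them among the 1275, against 1375 in the same 4 libraries without the block. It called 3318 genes at an adjusted p under 0.05, against 3638. Both fits called 5 gene sets with the inverse p ranking.

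ABCA1 and other genes under 10 counts in a library have no value under the filter of at least 10 counts. The trend and thinning settings, the fits of 4 libraries and the unweighted GSEA statistic were chosen after seeing the data. The 7 genes of Fig 1E and both cytokine genes kept their direction and an adjusted p under 0.05 in every alternative fit, and ABCB1 was called in none. The count of NF-κB target genes at least 2-fold higher stayed between 40 and 58 of the genes tested. It was lowest with at least 10 counts required in every library, a filter that removes genes nearly absent with GST.

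The count of genes changed at least 2-fold was 1275. It was 409 with edgeR's test against a fold change of 2 and 2426 with a threshold of 1.5-fold, both by construction. Across the 6 fits that each left out one library it ranged from 1101 to 1426, and with the other tests, scalings and filters from 889 to 1663. With at least 10 counts in every library 414 genes were higher, against 623, since fewer genes were tested. With library totals 1120 were lower, against 652, and the share of increases among 2-fold changes went from 48.9% to 31.2%. Of the 1627 genes then called, 1158 were among the 1275. With library totals the genes with an adjusted p under 0.05 split into 927 higher and 3795 lower, against 1549 and 1937, and increases made up 19.6% in place of 44.4%. The shift of the median of all genes by -0.20 accompanies that change. With genes kept at 1 count in any library 2608 were higher at an adjusted p under 0.05. Leaving out one library gave from 2287 to 3349 such genes, with 1051 to 1531 higher and 1178 to 1818 lower. The count was 2287 without the GST-PTR1 library of 28837431 counts and 2288 without the GST library of 23453473 counts. Without the GST-PTR1 library of 44688737 counts 1212 were lower. The cause of these drops was not tested beyond the smaller number of samples.

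Of the 11 MDR genes of Fig 5A, 1 was called with library totals and 7 with genes kept at 1 count in any library, against 4. From 2 to 6 were called across the fits that left out one library, with 2 each without the GST library of 23453473 counts, the GST-PTR1 library of 22874133 counts or that of 28837431 counts, and 6 without the GST-PTR1 library of 44688737 counts. The log2 fold change of ABCA4 turned to -0.0558 with library totals and to -0.0423 with counts thinned to the smallest library. It ranged from -0.0998 without the GST-PTR1 library of 28837431 counts to 0.3641 without that of 22874133 counts across the fits that left out one library. That of ABCF3 turned to -0.0693 with library totals. Of the other ABC family genes, 12 were lower with library totals, against 6. Across the fits that left out one library it was 3 to 5 genes, with 3 without the GST-PTR1 library of 44688737 counts. The cause was not tested. Of the 20 myeloma drug targets and markers, 11 were called. With library totals 7 were, and from 7 to 9 across the fits that left out one library, with 7 each without the GST libraries of 15202503 or 20077280 counts or the GST-PTR1 library of 44688737 counts. The cause was not tested. Of the receptors for bacterial products, 6 were called, 5 without the GST library of 15202503 counts and 4 without any other single library.

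The gene set results depend on the ranking and on the weight of the statistic. With the weighted statistic on the inverse p ranking 0 of 12 sets were called, and so it stayed in every fit that left out one library. With genes kept at 1 count in any library 5 were called, with an NES of 1.03 for NF-κB target genes, 1.02 for TNF signaling and 1.01 for JAK/STAT signaling. The signed -log10 p ranking called 10 sets (NES 3.09, 2.74 and 2.57), the log2 fold change ranking 10 (3.00, 2.82 and 2.67) and the unweighted statistic on the inverse p order 10 (8.56, 4.39 and 3.72). camera called 10 with the preset correlation and 6 with an estimated one, and fry 7. The top 10 genes held 96.7% of the inverse p ranking, and in simulated data the weighted statistic on that ranking did not find a raised set. The NES of oxidative phosphorylation turned to -0.41 with library totals, and that of the unfolded protein response to -1.02 with the unweighted statistic, neither past the threshold of its test. The cause was not tested.

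The gap between the lowest correlation within a treatment and the highest between treatments was 0.0145. It was 0.237 over the 500 most variable genes, 0.0105 with Spearman's rho and from 0.0145 to 0.019 with one library left out. Of the 98 single genes followed through the alternatives, 68 kept their direction and their side of the threshold in all of them, and 30 did not, 2 of these by a change of direction. Depth limits genes near 3 counts, such as ABCB1, for which no fold can be given.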

Differences from the paper's values

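The paper's qRT-PCR values, measured by another assay, were set beside the folds of the RNA-Seq counts. For BCL2A1 the paper gives 284-fold and the counts 45.2-fold. For IL-8 the paper gives 224-fold and the counts 100.5-fold for CXCL8. For IL-10 the paper gives 153-fold and the counts 387-fold. None of the 12 alternatives set before the data were examined closed any of these gaps, and neither did the 3 run for them that were chosen after.

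The normalized enrichment scores of Fig 1C, read by eye, were larger than those computed with the weighted statistic on the same ranking. The paper does not state the weight of its statistic. The gene sets differ, since KEGG sets were not used here. The paper's NES was about 7.4 in Fig 1C for the ribosome against 0.826 here, about 5.1 for cytokines and their receptors against 1.04, about 5.0 for the proteasome against 0.89 and about 4.4 for antigen processing and presentation against 1.06. It was about 4.2 for oxidative phosphorylation against 0.705, about 4.2 for IL-17 signaling against 1.06, about 4.0 for TNF signaling against 1.06, about 3.8 for JAK/STAT signaling against 1.06 and about 3.7 for NF-κB signaling against 1.06. A gap in NES was counted as closed when the larger value was at most 1.5 times the smaller. Of the 14 alternatives set before the data were examined, only the signed -log10 p ranking and the log2 fold change ranking closed any gap. They gave 3.09 and 3.00 for NF-κB, 2.74 and 2.82 for TNF and 2.57 and 2.67 for JAK/STAT, all below the paper's values. No alternative set before the data were examined closed the gap for the other 6 sets. The unweighted statistic, chosen after seeing the values, came within 1.5 times the paper's NES for 8 of the 9 sets, among them 7.73 for ribosomal proteins, and gave 8.56 for NF-κB target genes. The paper's enrichment score for NF-κB was about 0.35 in Fig 1D, read by eye, against 0.995, and no alternative closed that gap.

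The paper reports enriched pathways, while with the weighted statistic on its ranking 0 of the 12 sets were called here. The unweighted statistic on the same order of genes, chosen after seeing the data, called 10, so the 0 depends on the weight. The other rankings, camera, fry, the filter of at least 1 count in any library and the fits of 4 libraries chosen after seeing the data called between 5 and 10 sets. The paper gives its number of genes changed at least 2-fold as a lower bound, over 1400, and the 1275 found here lie below it. The count lay above that bound with library totals (1627), with at least 1 count in any library (1663) and without the GST-PTR1 library of 22874133 counts (1426). A threshold of 1.5-fold gave 2426 genes, which is another quantity. The paper shows 11 MDR genes as upregulated, and 7 of them had no adjusted p under 0.05 here. ABCC1 was called with at least 1 count in any library, without the GST library of 15202503 counts, without the GST-PTR1 library of 44688737 counts and, in settings chosen after seeing the data, with the length or GC trend removed. ABCF1 was called with DESeq2's test, without the GST-PTR1 library of 44688737 counts and with the length trend removed. ABCE1 was called with at least 1 count in any library and without the GST library of 20077280 counts, and ABCF2P1 with at least 1 count in any library. ABCD2, ABCA4 and ABCF3 were called under none of the settings run for single genes.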

Other observations

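The tests of scaling, of single libraries for the 3 small list medians, of bacterial LPS, of plasma cell transcripts and of the PRAME family were chosen after the results were seen. The 6 libraries can be split into 3 and 3 in 10 ways. Only the split by treatment (1 of the 10) gave as many as 1275 genes changed at least 2-fold, and 1 of 10 gave as many as 3486 genes with an adjusted p under 0.05 or 55 NF-κB target genes at least 2-fold higher. The other 9 splits gave 0 such genes in each case, with 60 to 1120 genes at an unadjusted p under 0.05. With 10 splits the share cannot fall below 0.1, so the number of splits by itself can neither exclude nor favor a chance arrangement of the libraries.

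Technical trends were tested as causes of the 2-fold changes as a whole. The count was 1135 with every library thinned to the smallest total, 1290 with the trend with gene length removed and 1223 with the trend with GC content removed, against 1275. Of the 1275 genes, 1040, 1214 and 1137 were among those called. These values argue against depth, length or GC content as the whole cause. A length trend exists all the same. Across genes, the log2 fold change had a Spearman correlation of -0.204 with gene length. A correlation with length was also taken for each library's deviations from the mean log2 CPM of its treatment. It was 0.246, -0.0697 and -0.342 in the GST libraries of 15202503, 20077280 and 23453473 counts. In the GST-PTR1 libraries of 22874133, 28837431 and 44688737 counts it was 0.231, 0.262 and -0.373. These deviations exclude any trend common to a treatment, so they cannot show whether the length trend goes with treatment.

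The paper's methods describe GST-tagged proteins purified from Escherichia coli. The paper reports that an assay put LPS some orders of magnitude under the level that an NF-κB EMSA detects in these cells. The libraries show that RPMI8226 cells carry transcripts of the LPS receptor. TLR4 had 54.3 ± 4.86 CPM with GST and 42.5 ± 1.80 CPM with GST-PTR1 (SD, n = 3 each), a log2 fold change of -0.36 (adjusted p = 0.0371 from edgeR's quasi-likelihood test, from 0.00354 to 0.113 over the alternatives). LY96, which encodes its partner, had 11.1 ± 0.326 and 13.3 ± 2.12 CPM, and CD14 0.428 ± 0.129 and 0.365 ± 0.138 CPM. Of 9 receptors and adaptors for bacterial products tested, 4 were higher and 2 lower. These libraries cannot separate a remaining contribution of LPS to the rise of NF-κB target genes from an effect of GST-PTR1, and the LPS amounts of the GST and GST-PTR1 preparations were not analysed here. HAPLN1 itself had 1 count in all libraries together.

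Ribosomal protein, proteasome and oxidative phosphorylation genes rose slightly as lists, with median log2 fold changes of 0.38, 0.32 and 0.28. Of single genes, 3 of 84, 10 of 41 and 2 of 83 were called, all higher. Adjusted over each list alone, these were 0, 16 and 0. Of the 41 proteasome genes, all 41 had a positive value. With library totals the medians were 0.18, 0.12 and 0.0731. The smallest is within the SD of 0.11 that the smallest median shows over the fits that leave out one library, so the scaling may account for the absolute rise of that list. Relative to the median of all genes they were 0.37, 0.31 and 0.26 with library totals and 0.37, 0.31 and 0.27 with TMM factors. A shift common to all genes leaves these relative values as they are, so they do not test the scaling. Removing the length trend left 0.23 and removing the GC trend 0.25, which argues against these trends as the whole cause. The smallest median was 0.10 without the GST-PTR1 library of 44688737 counts and 0.17 without the GST library of 15202503 counts, and up to 0.38 with another library left out, so an effect of single libraries stays open. Neither fry nor camera with an estimated correlation called any of the 3 lists, while camera with the preset correlation of 0.01 called all 3. The set tests thus differ, and the rise of the lists as a whole is a pattern that these 6 libraries do not establish.

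The plasma cell genes TNFRSF17, which encodes BCMA, and SDC1, which encodes CD138, were lower with GST-PTR1. TNFRSF17 went from 28.6 ± 3.79 to 10.7 ± 2.91 CPM (SD, n = 3 each), a log2 fold change of -1.41, and SDC1 from 375 ± 57.4 to 184 ± 15.7 CPM, a log2 fold change of -1.03. XBP1 had a log2 fold change of -0.47. With the length trend removed the larger of the 2 adjusted p-values was 9.93e-05 (edgeR's quasi-likelihood test), with a range from 1.58e-13 to 0.00312 for SDC1 over all alternatives, which argues against length as the cause. Library totals lower the log2 fold changes of all genes together, with a shift of the median by -0.20, and DESeq2's size factors shifted it by 0.0086. Over all 15 alternatives TNFRSF17 ranged from -1.63 to -1.24 and SDC1 from -1.23 to -0.91, each with an adjusted p under 0.05. The falls of TNFRSF17 and SDC1 were thus present under each of these scalings. A shift of -0.20 can only deepen a fall, so this is no test of scaling as the cause. PRDM1 and IRF4 both rose, the smaller by a log2 fold change of 0.65, so the fall did not extend to all plasma cell transcripts. Their rise cannot exclude a wider loss, since the treatment could raise these 2 genes separately. A fall of TNFRSF17 and SDC1 in response to GST-PTR1 remains a hypothesis, found and tested on the same data. Bacterial material in the preparation was not tested for these genes.

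The largest falls among the genes eligible to be named included PRAMEF9, with a log2 fold change of -2.58, PRAMEF15, with -2.57, and the genes ENSG00000157358 and ENSG00000204513, with -2.49 and -2.46. All 9 members of the PRAME family on chromosome 1 that were tested were lower, with log2 fold changes from -3.52 to -1.90. PRAMEF9 and PRAMEF15 kept a negative value and an adjusted p under 0.05 in all 15 alternatives. Among the other members tested, only PRAMEF6 lost its adjusted p under 0.05. It did so without the GST library of 23453473 counts (adjusted p = 0.063 from edgeR's quasi-likelihood test). These genes are near-identical copies, so single values are uncertain. Summed over its 24 named members, the family fell from 24.5 ± 3.37 to 4.54 ± 0.581 CPM (SD, n = 3 each), a log2 ratio of -2.43, and every GST-PTR1 library was below every GST library. Reads moved from one counted copy to another would leave the sum level, which the sum argues against. Reads lost because they map to several copies would be lost in both treatments.

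Of 15 BCL2-family and related genes the paper does not name, 5 were higher and 2 lower. The pro-apoptotic HRK fell from 0.798 ± 0.143 to 0.222 ± 0.0459 CPM (SD, n = 3 each), a log2 fold change of -1.88, and BBC3 had -0.74, while BID had 0.91 and BCL2L11 0.68. BBC3 lost its adjusted p under 0.05 in 6 of 15 alternatives, among them each fit that left out one library apart from the GST library of 20077280 counts. Among myeloma drug targets, IKZF1 had a log2 fold change of 0.59 and the proteasome subunit genes PSMB5, PSMB8, PSMB9 and PSMB10 had 0.40, 0.52, 0.63 and 0.49. PSMB10 shares 34.8% of its exon bases with another gene on its strand. Each of these 4 subunit genes lost its adjusted p under 0.05 with library totals, and without the GST library of 15202503 counts, that of 20077280 counts or the GST-PTR1 library of 44688737 counts. CRBN, CD38 and NR3C1 were not called, with log2 fold changes of 0.19, 0.16 and 0.09, and XPO1, the target of selinexor, had 420.4 ± 23.0 and 421 ± 36.8 CPM.

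Transcripts of type I and type III interferon were low but higher with GST-PTR1. IFNB1 rose from 1.28 ± 0.439 to 3.54 ± 1.08 CPM (SD, n = 3 each), a log2 fold change of 1.46, and IFNL1 from 0.458 ± 0.117 to 1.43 ± 0.548 CPM, a log2 fold change of 1.64. IFNL1 lost its adjusted p under 0.05 without the GST library of 20077280 counts (adjusted p = 0.0526 from edgeR's quasi-likelihood test, from 2.34e-05 to 0.0526 over the alternatives). CXCL10 rose from 282 ± 106 to 8634 ± 2502 CPM, a log2 fold change of 4.93. These 3 genes were chosen after their values were seen.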
